# Early Life Stress Restricts Translational Reactivity in CA3 Neurons Associated With Altered Stress Responses in Adulthood

**DOI:** 10.3389/fnbeh.2019.00157

**Published:** 2019-07-11

**Authors:** Jordan Marrocco, Jason D. Gray, Joshua F. Kogan, Nathan R. Einhorn, Emma M. O’Cinneide, Todd G. Rubin, Thomas S. Carroll, Eric F. Schmidt, Bruce S. McEwen

**Keywords:** early life stress, CA3 neurons, epigenome- and transcriptome-wide association studies, H3K9me3–Histone H3 tri-methylated at Lysine 9, BAC-TRAP

## Abstract

Early life experiences program brain structure and function and contribute to behavioral endophenotypes in adulthood. Epigenetic control of gene expression by those experiences affect discrete brain regions involved in mood, cognitive function and regulation of hypothalamic-pituitary-adrenal (HPA) axis. In rodents, acute restraint stress increases the expression of the repressive histone H3 lysine 9 tri-methylation (H3K9me3) in hippocampal fields, including the CA3 pyramidal neurons. These CA3 neurons are crucially involved in cognitive function and mood regulation as well as activation of glucocorticoid (CORT) secretion. CA3 neurons also exhibit structural and functional changes after early-life stress (ELS) as well as after chronic stress in adulthood. Using a protocol of chronic ELS induced by limited bedding and nesting material followed by acute-swim stress (AS) in adulthood, we show that mice with a history of ELS display a blunted CORT response to AS, despite exhibiting activation of immediate early genes after stress similar to that found in control mice. We find that ELS induced persistently increased expression of the repressive H3K9me3 histone mark in the CA3 subfield at baseline that was subsequently decreased following AS. In contrast, AS induced a transient increase of this mark in control mice. Using translating ribosome affinity purification (TRAP) method to isolate CA3 translating mRNAs, we found that expression of genes of the epigenetic gene family, GABA/glutamate family, and glucocorticoid receptors binding genes were decreased transiently in control mice by AS and showed a persistent reduction in ELS mice. In most cases, AS in ELS mice did not induce gene expression changes. A stringent filtering of genes affected by AS in control and ELS mice revealed a noteworthy decrease in gene expression change in ELS mice compared to control. Only 18 genes were selectively regulated by AS in ELS mice and encompassed pathways such as circadian rhythm, inflammatory response, opioid receptors, and more genes included in the glucocorticoid receptor binding family. Thus, ELS programs a restricted translational response to stress in stress-sensitive CA3 neurons leading to persistent changes in gene expression, some of which mimic the transient effects of AS in control mice, while leaving in operation the immediate early gene response to AS.

## Introduction

Early life stress (ELS) and stress during adulthood have been associated with an increased prevalence of mood disorders (Felitti et al., 1998; Duman and Monteggia, 2006). Adults that experienced significant abuse or neglect as children have impairments in cognition and memory, change in functional connectivity, decreased hippocampal volumes and impaired reactivity of the hypothalamic-pituitary-adrenal (HPA) axis (King and Laplante, 2005; Tottenham, 2014; Humphreys et al., 2019; Raymond et al., 2018; Barch et al., 2019). Rodent models of ELS have been shown to recapitulate many of these changes, notably impaired learning and memory as well as altered structural and functional plasticity in the hippocampus, a stress-responsive brain region implicated in memory, mood and HPA regulation. Importantly, these changes persist long after the end of the stressor (Maccari et al., 2014). This study seeks to understand the gene expression change that occur in the hippocampus after ELS and how these changes persist to modify brain function in adulthood and reactivity to subsequent stressors.

HPA axis function and release of cortisol (CORT) is modulated by feedback from extra-hypothalamic regions including hippocampus, prefrontal cortex and amygdala that are vulnerable to changes induced by ELS and involve mediators of stress, including the prolonged or maladaptive elevation of glucocorticoid hormones. Neurons in the CA3 region of the hippocampus express high levels of glucocorticoid and mineralocorticoid receptors and exhibit structural and functional changes after ELS, including decreased spine density on CA3 neurons, and accelerated maturation of mossy fiber pathway neurons (Wang et al., 2011; Bath et al., 2016). These changes underlie impaired water maze performance and novel object recognition in ELS-exposed mice (Rice et al., 2008; Bath et al., 2017). Human studies have also shown decreased hippocampal volume and impairments in hippocampus-dependent memory tasks after ELS (Humphreys et al., 2019).

Stress-induced changes in neuronal structure and function have been linked to differences in neuronal gene expression that may involve CORT-induced activation or inhibition of gene expression (Gray et al., 2017). ELS leads to transient and long-lasting gene expression changes in the hippocampus, ventral tegmental area and other areas that are involved in modulating stress susceptibility in adulthood (Rice et al., 2008; Peña et al., 2017). These lasting changes may correspond to differences in epigenetic marks, specifically DNA methylation and histone modifications that also persist into adulthood (Anacker et al., 2014; Turecki and Meaney, 2016; Peña et al., 2017). Understanding how gene expression changes in specific brain regions following ELS is important for identifying how ELS can increase the risk of developing a psychiatric disorder later in life.

In the present study, we demonstrate that a previously established paradigm of ELS leads to long-lasting gene expression changes in stress-sensitive CA3 pyramidal neurons. Further RNA-seq analyses demonstrated that mice with a history of ELS exhibited fewer AS-induced gene expression changes than control mice exposed to the same stress in adulthood. Between control and ELS exposed mice, we found differences in gene expression for DNA methylation and histone methylation, demethylation and acetylation that parallels altered gene expression for diverse pathways such as glucocorticoid receptor binding genes and GABA/glutamate genes. These findings provide new insights into causes and possible treatment targets for cognitive and psychiatric disorders that may result from exposure to adverse events in early life.

## Materials and Methods

### Animals

Gprin3-BacTRAP transgenic male mice were generated in the Heintz Lab as previously described (Heiman et al., 2014) and backcrossed onto the C57/Bl6 background strain. Male mice expressing green fluorescent protein (GFP) were crossed with wild type females, and the GFP+ littermates were used for RNA-sequencing experiment. Wild type mice were used for immunohistochemical staining and corticosterone measurements. Animals 10–12 weeks old were group housed (*n* = 4–5) in standard cages (28.5 × 17 × 13 cm) and were kept on a 12-h light-dark cycle in a temperature-controlled room maintained at 21 ± 2°C with food and water available *ad libitum*. All procedures were performed in accordance with the National Guidelines on the Care and Use of Animals and a protocol approved by The Rockefeller University Animal Care and Use Committee.

### Early-Life Stress protocol

ELS was performed as previously described (Rice et al., 2008). At postnatal day 2, dam and pups were transferred to a clean cage with a wire grid placed in the bottom and given one quarter square of white bedding nestlet. Cages were left undisturbed until postnatal day 12 at which point all animals were transferred to clean cages and left with the mother until weaning at postnatal day 21. Control group was treated with the same conditions except they were given a whole nestlet square and no wire mesh. All groups had unstressed, age-matched controls that were killed concurrently.

### Acute Forced-Swim Stress

Acute forced-swim stress (AS) was performed for 6 min in 2 L of water at 25 ± 2°C in a 4 L beaker. Mice were removed, dried, and allowed to recover for 1 h in the home cage before perfusion or cervical dislocation. Control mice were left undisturbed during the AS procedure prior to perfusion or cervical dislocation. The brain of perfused animals was used for immunohistochemical experiments.

### Corticosterone RIA

Corticosterone levels were measured from plasma collected on the day of sacrifice (*n* = 7–11 mice/group) using a Corticosterone Double Antibody RIA kit (MP Biomedicals Inc., Santa Ana, CA, USA). Briefly, trunk blood was collected in K3 EDTA (K3E) 12 mg Blood Collection Tubes (BD Vacutainer, Franklin Lakes, NJ, USA) 1 h after exposure to AS or from mice left undisturbed during the AS procedure. Samples were then centrifuged at 1,000 *g* for 15 min to collect plasma. Five microliter of plasma [diluted 1:200 in phosphosaline gelatin buffer (pH 7.0 ± 0.1)] and 100 μL of standard calibrators were incubated for 2 h with radioactive corticosterone I^125^ (7 μCi per vial) and then centrifuged at 1,000 *g* for 15 min. Radioactivity in the resulting precipitant was measured using a Hidex Automatic Gamma Counter (Turku, Finland). Corticosterone concentration was calculated using the count per minute (CPM) as a function of the logarithmic equation generated from the calibrators.

### Immunohistochemistry

Seventy to 90 day-old mice (*n* = 5–6 mice/group) were anesthetized with sodium pentobarbital (Nembutal, i.p., 250 mg/kg; Akron Inc., Lake Forest, IL, USA) and transcardially perfused with heparinized saline and 4% PFA. Brains were post-fixed in PFA overnight, transferred to 30% sucrose for 24 h, and stored in O.C.T Compound (Tissue-Tek™). Brain was sectioned at 40 μm on a cryostat (Leica; Buffalo Grove, IL, USA) and stored in cryoprotectant at −20°C prior to labeling. Free floating dorsal hippocampal sections (Bregma: −1.70 to −1.82 mm; 40 μM thick) were processed as follows: washed in 0.01 M phosphate buffered saline (PBS) 3 × 5 min each. Blocked in 0.5% bovine serum albumin (BSA) in 0.01 M PBS, with 0.25% Triton X-100, for 30 min and then incubated in histone H3 lysine 9 tri-methylation (H3K9me3) primary antibody (1:1,000; Millipore, Burlington, MA, USA) in blocking solution at 4°C overnight with shaking. Tissue was rinsed 0.01 M PBS 3 × 10 min each. The sections were then incubated with secondary antibody (Alexa Fluor 488 goat anti-rabbit) diluted 1:1,000 in PBS for 1 h at room temperature and washed in 0.01 M PBS 3 × 5 min each. The sections were incubated with DAPI diluted 1:1,000 in 0.01 M PBS for 5 min and rinsed in 0.01 M PBS 3 × 5 min. The sections were immediately mounted with Prolong Diamond (Thermo Fisher Scientific, Waltham, MA, USA) and cured overnight at room temperature prior to imaging. Investigators were blinded to the groups and sections were photographed at 4× (Supplementary Figure S1) and 20× magnification using a 800 ms exposure on a Nikon Eclipse 90i microscope (Supplementary Figures S1, S2). One section per mouse was quantified at 20× using the Nikon Imaging Suite software tools to calculate mean fluorescent intensity (arbitrary units) for regions of interest dorsal dentate gyrus (DG), CA3, and CA1.

### RNA Sequencing

Seventy to 90 day-old mice were killed by cervical dislocation and rapidly decapitated to extract the hippocampi for translating ribosome affinity purification (TRAP) protocol of CA3 pyramidal neurons. TRAP was performed as described in Gray et al. (2018). A total of 200 ng of RNA per group was prepared for sequencing by The Rockefeller University Genomics Core Facility using the Tru-Seq RNA-Sample Preparation Kit v2 (Illumina, USA). The samples were sequenced on Illumina HiSeq 2500 in a single lane to obtain 100-bp single-end reads at an approximate sequencing depth of 25–35 million reads per sample. The libraries were barcoded to allow for multiplexing within a cell lane. Three biological replicates were used per experimental group, comprising of RNA pooled from 5–6 mice each. At the time of sequencing, experimental groups consisted of three replicates per condition. Each replicate included a unique pool of 5–6 mice, so that each condition comprised a total *n* = 15–18 mice.

### Sequencing Analysis and Statistics

Raw reads were trimmed, filtered, and aligned to mouse genome (10 mm) using Rsubread’s subjunc method (Liao et al., 2013) and exported as bigWigs normalized to reads per million using the rtracklayer package. Transcript expression was calculated using the Salmon software quantification (Patro et al., 2017) and gene expression levels as TPMs and counts were retrieved using Tximport (Love et al., 2016). Differential expression analysis was conducted with DESeq2 to quantify transcript reads and obtain fold change values for individual genes, and the differential transcript and exon usage were evaluated using DEXSeq and Drimseq software (Soneson et al., 2015). Genes with *p* < 0.05, Benjamini–Hochberg false discovery rate corrected, were selected for further analysis. Heatmaps and Principal Component Analysis (PCA) were created using rlog transformed data with batch correction from the limma package (Ritchie et al., 2015; Love et al., 2018). PCA showed that groups were clustered according to their experimental manipulations (Supplementary Figure S3). Heatmaps were generated using the heatmap tool from MeV^1^. Differences in log2 fold change were visualized against the mouse genome by using the Venn diagram function of the BioVenn website^2^. GO categories were manually curated from results of the Database for Annotation, Visualization and Integrated Discovery (DAVID) functional annotation cluster tool. Microsoft Excel (Microsoft, USA) was used to obtain gene expression profiles by sorting genes based on fold change. Corticosterone data and immunohistochemistry data were analyzed using GraphPad Prism (GraphPad Software Inc., San Diego, CA, USA) by performing a two-way ANOVA followed by Neumann–Keuls *post hoc* analysis. A *p*-value < 0.05 was set as statistically significant. RNA-sequencing data are deposited in GEO (GSE131972). All other relevant data are available from the authors upon reasonable request.

## Results

### ELS Alters Neuroendocrine Response to Acute Stress in Adulthood

ELS is associated with alterations in stress responsiveness in both humans and animal models (Rice et al., 2008; Weinstock, 2008; Maccari et al., 2014; Raymond et al., 2018). To assess the influence of ELS upon the stress response during adulthood, we measured the plasma levels of CORT after acute forced swim stress (AS), a well-validated paradigm that rapidly increases CORT levels following a 6-min swim challenge (Bohacek et al., 2015; Molendijk and de Kloet, 2019). ELS alone did not change basal levels of CORT in adult mice. One hour after AS, both controls and ELS mice displayed increased CORT levels. However, ELS mice exhibited lower, blunted CORT levels when compared to controls after AS (*F*_(1,30)_ = 4.46, *p* < 0.05; Figure 1) which may suggest an impaired ability to regulate HPA function (Dunn and Orr, 1984).

**Figure 1:**
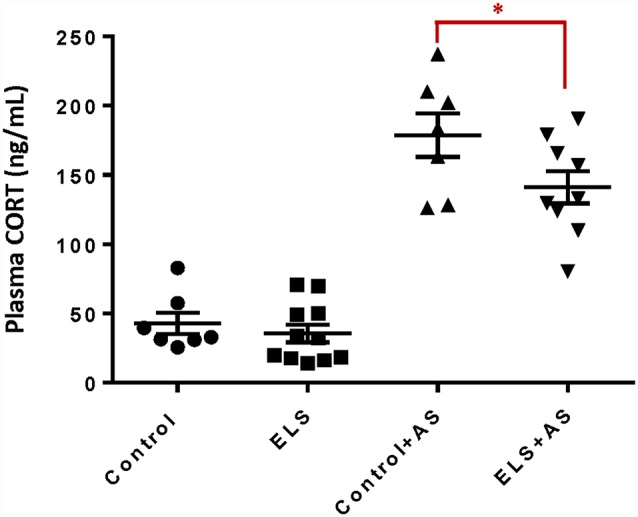
Reduction of corticosterone levels in ELS mice induced by acute stress. Bar chart shows that unstressed controls and ELS mice have comparable levels of plasma corticosterone. ELS mice show a significant decrease after acute stress when compared to controls after acute stress. Mice exposed to AS regardless of perinatal manipulation exhibit higher levels of CORT relative to unstressed mice. *p < 0.05, ELS, early life stress (vertical lines). AS, acute stress (diagonal lines; Control: *n* = 7, AS: *n* = 7, ELS: *n* = 11, ELS + AS: *n* = 9 mice).

### Levels of H3K9me3 in Hippocampus After ELS

Stressful experiences at different stages of development, in both rodents and humans, have been associated with changes in gene expression under the control of epigenetic regulation (Weaver et al., 2004a,b; Korosi and Baram, 2009; Watamura and Roth, 2018). For example, acute stress increases the expression of the repressive histone marker H3K9 tri-methylation (H3K9me3) in the CA1 and DG regions of the rat dorsal hippocampus (Hunter et al., 2009). To assess the compound effects of ELS and acute stress in adulthood on methylation, we investigated the levels of H3K9me3 in the hippocampus of control and ELS mice exposed to a paradigm of acute swim stress (AS). Immunofluorescence of CA1, CA3, and DG neurons, showed that the effects of ELS were region specific in the dorsal hippocampus. In CA3 neurons, ELS increased the levels of H3K9me3 when compared to unstressed control mice (ELS-by-AS: *F*_(1,18)_ = 26.92, *p* < 0.01). Furthermore, in ELS mice, AS induced a significant downregulation of H3K9me3 when compared to unstressed ELS mice (*p* < 0.01), whereas AS induced an upregulation of H3K9me3 in control mice (*p* < 0.01). Of note, AS in ELS mice produced a level of H3K9me3 that was lower than that in control mice after AS (*p* < 0.05).

Similarly to CA3, CA1 regions of control mice exhibited increased H3K9me3 levels after AS relative to unstressed controls and also compared to unstressed ELS mice (ELS-by-AS: *F*_(1,18)_ = 39.84, *p* < 0.001). ELS also increased H3K9me3 levels in CA1 neurons, whereas AS in ELS mice decreased expression of H3K9me3 (*p* < 0.01) compared to both ELS mice and stressed controls (*p* < 0.001). Thus, AS had an opposite effect on H3K9me3 in controls and ELS mice in both CA1 and CA3 neurons. We observed no differences in the dorsal DG, suggesting that the effects of acute stress and ELS were specific to CA1 and CA3 regions (Figures 2A,B).

**Figure 2:**
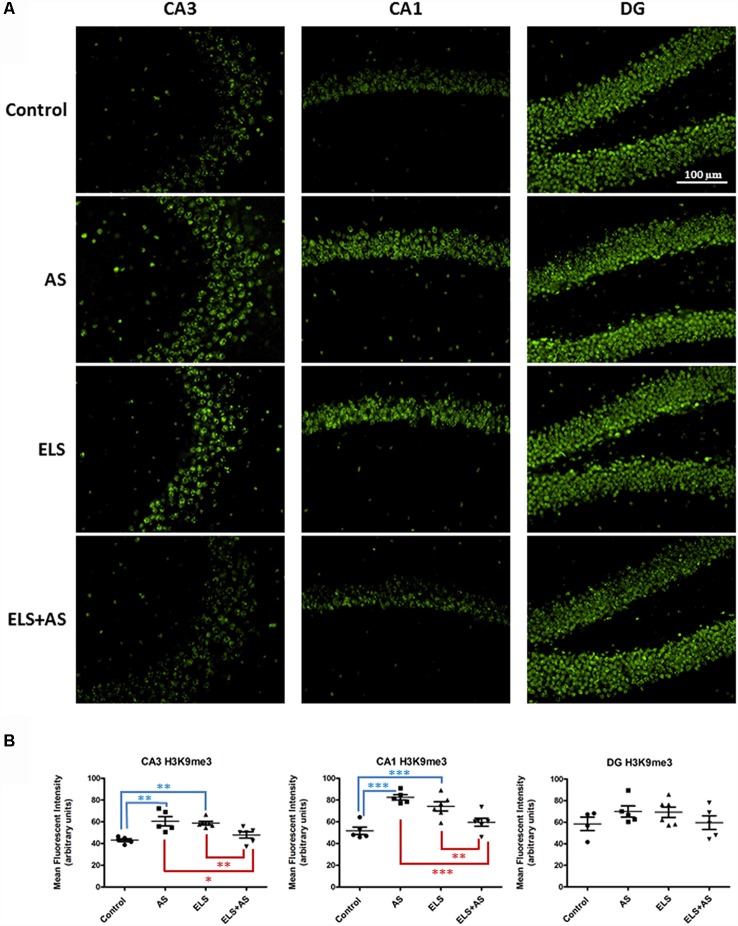
Effects of AS and ELS on histone H3 lysine 9 tri-methylation (H3K9me3) levels in the hippocampus. **(A)** Immunofluorescence at 20× magnification was used to detect H3K9me3 in CA1, CA3, and dentate gyrus (DG) regions of the dorsal hippocampus. Compared to unstressed controls, ELS and stressed controls exhibit an increase in H3K9me3 in both CA3 and CA1 regions. ELS mice subjected to AS show a reduction in H3K9me3 expression when compared to unstressed ELS mice and stressed controls in CA1 and CA3. AS does not induce differential H3K9me3 expression in control and ELS mice in the DG. Scale bar = 100 μm. **(B)** Scatter plots show quantification of H3K9me3 immunoreactivity (*n* = 5–6). *p < 0.05, *p < 0.01, ***p < 0.001. ELS, early life stress; AS, acute stress. Control: *n* = 5, AS: *n* = 5, ELS: *n* = 6, ELS + AS: *n* = 6 mice.

The expression of the activating mark H3K4me3 was also measured in CA1, CA3, and DG of unstressed controls and ELS mice. No differences were found in the levels of H3K4me3 (Supplementary Figures S4A,B). We then investigated, by whole genome sequencing analysis, whether repression of gene expression is a dominant result of ELS, focusing upon the CA3 neurons because of their sensitivity and vulnerability to stress.

### Epigenetic Signature in CA3 Neurons in Response to ELS

ELS causes reduced spine density in CA3 neurons, but not in CA1 neurons (Wang et al., 2011). Moreover, CA3 neurons are involved in key memory functions of the hippocampus (Lisman et al., 2005) as well as stimulation of HPA activity (Dunn and Orr, 1984). Previous work showed that the translational profile of mice subjected to different types of stress displays distinct gene pathways within CA3 pyramidal neurons (Marrocco et al., 2017; Gray et al., 2018). Thus, in order to assess the effects of AS and ELS on the translational profile of CA3 pyramidal neurons, we used the TRAP method to isolate cell type-specific translating mRNAs. BAC transgenic mice expressing EGFP-tagged ribosome protein L10a (EGFPL10a) specifically in CA3 pyramidal cells were used. EGFP-tagged polysomes were immunoprecipitated (IP) from hippocampal homogenates and bound mRNA was isolated and analyzed by high throughput RNA sequencing (Heiman et al., 2014). 

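TRAP recovers the mRNA bound to tagged ribosomes, in the paper the ribosomes of Gprin3-expressing cells of the hippocampus, while the sample records give the genotype of the mice as wild type. RNA was taken from unstressed controls, controls exposed to AS, unstressed ELS mice and ELS mice exposed to AS, all 70 to 90 days old. ELS lasted from postnatal day 2 to 12, and AS was a 6 min swim in 2 L of water at 25°C followed by 1 h of recovery. Each library held RNA pooled from 5 to 6 mice. The paper's methods give 3 libraries per group, while the sample records list 2 for unstressed controls, 2 for controls exposed to AS, 3 for unstressed ELS mice and 3 for ELS mice exposed to AS. The authors quantified transcripts with Salmon, obtained gene counts with tximport and transformed them with the regularized logarithm (rlog) of DESeq2, which is on the log2 scale and shrinks differences between samples for genes with few reads. The deposited table gives 1 rlog value per gene and group, and 20171 of its genes were used. How the libraries of a group were combined, how many went into each value, and whether the batch correction named in the methods was applied to it are not known. Without values per library there is no SD and no test between groups. Every number that follows is therefore the authors' group value or a difference between group values, in log2 units, and a difference cannot be set against the spread between replicates. Differences were taken between controls exposed to AS and unstressed controls, between unstressed ELS mice and unstressed controls, between stressed ELS mice and each of the other groups, and between the AS effects in ELS mice and in controls. Genes were counted when the difference was over 0.5, among the 14986 genes with a mean value of at least 3. The paper's own gene lists for its heatmaps were not used here; lists of gene families and cell type markers were used in their place. The median of each list was compared with 10000 random lists of genes of like mean expression, and its percentile among them ranks the list against other genes of the same comparison, not against replicate error.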

While RNA-seq data does not allow for the interrogation of histone and DNA modifications, alterations of common enzymes involved in creating and perpetuating epigenetic modifications were observed in CA3 pyramidal neurons of control and ELS mice exposed to AS.

Seventy-four epigenetic genes including ATP-dependent chromatin remodelers, chromatin helicase DNA binding proteins, DNA methylation and demethylation, histone deacetylases, histone demethylases, and histone methyltransferases genes (Zhu et al., 2016) were clustered into a heatmap. A majority of epigenetic genes were downregulated by AS in controls and in unstressed ELS mice when compared to unstressed controls. 

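Of 100 genes for writers, erasers and remodelers of chromatin, 68 were lower in controls exposed to AS than in unstressed controls, with a median difference of −0.07, and 76 were lower in unstressed ELS mice, with a median of −0.12. The histone demethylases, which remove methyl groups from histone tails, had 17 of 20 members lower after AS and 19 of 20 lower in ELS mice, with medians of −0.17 and −0.18. Among them, Kdm5a differed from unstressed controls by −0.37 after AS and by −0.29 in ELS mice, and Kdm4b by −0.36 and −0.27. Of 21 ATP-dependent remodelers and CHD proteins, 19 were lower in each of these groups, among them Srcap, with −0.33 after AS and −0.20 in ELS mice, and Chd5, with −0.19 and −0.31. Histone methyltransferases were lower in 21 of 32 cases after AS and in 23 of 32 in ELS mice, with Ezh1 at −0.43 and −0.26 and Dot1l at −0.40 and −0.46, while Kmt5a, a methyltransferase for lysine 20 of histone H4, was higher by 0.52 and 0.43. The 18 histone deacetylases and sirtuins lay close to 0, with medians of 0.01 and −0.02. The medians of the whole list stood at percentile 1.86 of the random lists after AS and 0.00 in ELS mice. In the same comparisons 76 and 77 of 77 genes for cytoplasmic ribosomal proteins were higher, with medians of 0.31 and 0.34, and the differences tracked transcript length across genes, with Spearman's rho of −0.387 and −0.437. Markers of CA3 pyramidal cells were lower for 6 of 6 genes in each. With the trend in transcript length removed, an alternative chosen after the data were seen, the epigenetic medians became −0.00 at percentile 52.0 and −0.02 at percentile 18.5, inside the range of random lists. The histone demethylases stayed outside this range after AS, with a median of −0.11 at percentile 1.95. In ELS mice they came inside it, with −0.06 at percentile 14.4. The other epigenetic families lay inside it in both groups.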

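For 40 of the 100 epigenetic genes the value in controls exposed to AS was lower than in unstressed controls by over 0.1. Of these 40 genes, 39 were also lower by over 0.1 in unstressed ELS mice, and 37 differed by less than 0.1 between ELS mice exposed to AS and unstressed ELS mice. Genes chosen on one difference tend to follow in the other, as both share the unstressed controls, and of all 4899 genes lower by over 0.1 after AS in controls 3754 were also lower by over 0.1 in ELS mice. Setdb1, which methylates lysine 9 of histone H3, had group values of 9.62 in unstressed controls, 9.20 after AS, 9.40 in unstressed ELS mice and 9.48 in stressed ELS mice. For Dnmt1, the maintenance DNA methyltransferase, these values were 9.74, 9.46, 9.44 and 9.51. Hdac11 stood at 12.88 in unstressed controls and between 12.65 and 12.68 in the other groups. Ezh2, a methyltransferase for lysine 27 of histone H3, was higher by 0.40 after AS in ELS mice and differed by −0.07 in controls. The share of unresponsive genes in the list was 92.5%, against 65.8% of these 4899 genes. Of all 100 epigenetic genes, lower after AS in controls or not, 81 lay within 0.1 in ELS mice, against 64.4% of all genes. The higher share was therefore not particular to the genes that were lower after AS in controls.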

Notably, many of the same epigenetic genes that were altered by AS in controls were unresponsive to AS in ELS mice (Figure 3A).

**Figure 3:**
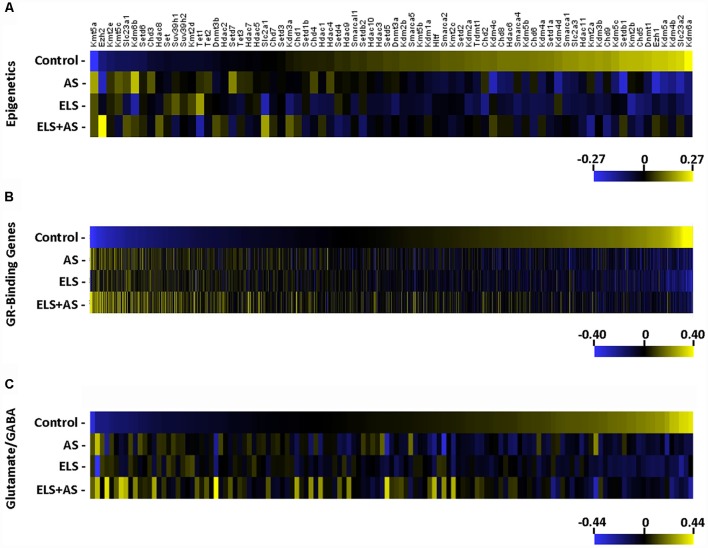
Regulation of gene expression induced by AS and ELS. **(A–C)** Heatmaps represent the log2 transformation of counts from 74 epigenetic genes, 1,506 GR-binding genes, and 127 glutamate/GABA genes. Genes are organized by lowest to highest expression in the unstressed control group. The majority of genes in each heatmap is downregulated in stressed controls and unstressed ELS mice, but unchanged in stressed ELS mice. ELS, early life stress; AS, acute stress.

The hippocampus is known to be particularly sensitive to ELS-glucocorticoid epigenetic regulation (Weaver et al., 2004a,b) and stress-induced glucocorticoid-binding genes in CA3 neurons (Marrocco et al., 2017), resulting in mice neuronal functional modulation. Recently, ChIP-sequencing identified a repertoire of GR-binding genes (GRBG) within the hippocampus that respond to CORT (Polman et al., 2013). These 1,506 GRBGs exhibit two patterns in response to AS and in relation to ELS. A majority of GRBGs were downregulated by AS in controls and in unstressed ELS mice when compared to unstressed controls; yet, many of these GRBGs were unresponsive to AS in ELS mice when compared to unstressed ELS mice.

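A list of 25 genes known to respond to glucocorticoids was used here, which is not the paper's list of GRBGs. After AS, 19 of them were higher in controls than without AS, with a median difference of 0.20, and 22 were higher in ELS mice, with a median of 0.16. Markers of astrocytes, oligodendrocytes and microglia were higher in ELS mice after AS as well, for 18 of 18, 20 of 21 and 15 of 18 genes. Pdk4, a kinase that holds back pyruvate oxidation, was higher by 0.20 in controls and by 0.64 in ELS mice. Arrdc2 was higher by 0.55 and 0.18, and Cdkn1a, an inhibitor of the cell cycle, by 0.49 and 0.10. Unstressed ELS mice also had 15 of the 25 genes above unstressed controls, with a median of 0.13. The metallothioneins Mt1 and Mt2, which bind metal ions, stood 0.92 and 1.03 above unstressed controls after AS and 0.80 and 0.92 above them in unstressed ELS mice, and AS in ELS mice added 0.00 and 0.08. Fkbp5, a co-chaperone of GR, differed by −0.03 in controls after AS, and Zbtb16 and Klf9 were lower, by −0.56 and −0.38. With the trend in transcript length removed, the median in unstressed ELS mice was 0.03, at percentile 79.1 of random lists. Among members with a mean of at least 6 the medians were 0.11 for AS in controls and 0.04 for unstressed ELS mice.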

Another pattern consisted of GRBGs that were upregulated by AS in both controls and ELS mice (Figure 3B). Since pyramidal neurons of the CA3 region are primarily glutamatergic (Spruston et al., 1995) and stress is known to regulate the expression of glutamate-related genes in the hippocampus (Bartanusz et al., 1995), we generated a heatmap of 127 glutamate- and GABA-related genes (Gray et al., 2018). Again, a majority of the glutamate/GABA genes were downregulated by AS in controls and also in unstressed ELS mice when compared to unstressed controls. 

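Of 91 genes for glutamate and GABA receptors, transporters, enzymes and receptor scaffolds, 70 were lower in controls after AS, with a median of −0.13, and 68 were lower in unstressed ELS mice, with a median of −0.11. The ionotropic glutamate receptors had 15 of 17 members lower in each group, with medians of −0.19 and −0.29. Grik2, a kainate receptor subunit, differed by −0.42 after AS and −0.46 in ELS mice. Of 14 GABA receptor subunits, 12 were lower after AS and 11 in ELS mice, among them Gabra2, with −0.50 and −0.52. Metabotropic glutamate receptors were lower in 6 of 7 cases after AS and in 7 of 7 in ELS mice, with Grm5 at −0.34 and −0.38. Scaffolds and auxiliary subunits went both ways, with Shank2 at −0.52 and −0.41 and Cnih2, an AMPA receptor auxiliary subunit, higher by 0.35 and 0.32. In the same comparisons 11 and 9 of 11 markers of dentate granule cells were lower. Both medians of the whole glutamate/GABA list lay at percentile 0.00 of the random lists. With the trend in transcript length removed they were −0.09, at percentile 0.02, and −0.06, at percentile 0.57.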

Again, many of these glutamate/GABA genes were unresponsive to AS in ELS mice (Figure 3C). Thus, epigenetic, GRBGs, and glutamate/GABA clusters all showed similar patterns of response to ELS and to AS.

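Of 52 glutamate/GABA genes that were lower by over 0.1 in controls after AS, 42 (80.8%) were also lower by over 0.1 in unstressed ELS mice, close to the 76.6% of all genes so chosen. In ELS mice, 27 of the 52 (51.9%) differed by less than 0.1 after AS, 23 were higher by over 0.1 and 2 were lower. Among all genes lower by over 0.1 in controls after AS, 65.8% differed by less than 0.1, a larger share. Slc1a1, a neuronal glutamate transporter, had group values of 10.57 in unstressed controls, 10.24 after AS, 10.25 in unstressed ELS mice and 10.33 in stressed ELS mice. Dlgap2, a scaffold of the postsynaptic density, had 9.88, 9.51, 9.45 and 9.49. Among the genes that were higher in ELS mice after AS, the glutamate transporter Slc1a3, which astrocytes express, differed by 0.72. Slc32a1, the vesicular transporter of inhibitory neurons, was higher by 0.51 and Grm3 by 0.50. Markers of astrocytes were higher in the same comparison for 18 of 18 genes. Over all 91 genes the median difference after AS in ELS mice was 0.06, at percentile 100 of the random lists.

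**Figure D1:**
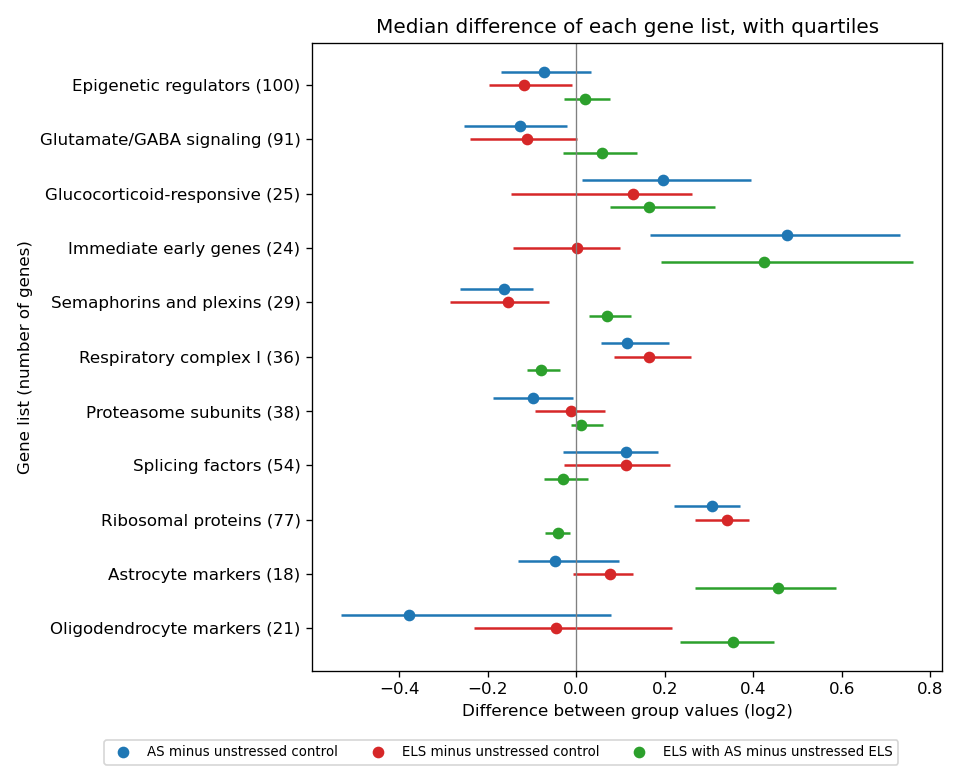
Median difference between group values, in log2 units, of 11 gene lists in 3 comparisons, with lines from the lower to the upper quartile across the genes of a list and the number of genes in brackets. The epigenetic and glutamate/GABA lists lie below 0 in controls exposed to AS and in unstressed ELS mice and at 0.02 and 0.06 in ELS mice after AS, while the ribosomal protein genes lie at 0.31, 0.34 and −0.04.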

In order to count the number of genes that fell in this pattern, we thresholded genes based on the direction of their log2 transformation of counts in stressed controls, unstressed ELS mice, and ELS mice exposed to AS vs. unstressed controls. Genes with the same expression profile were clustered together. When compared to unstressed controls, the number of genes that were downregulated by AS or by ELS alone, which programmed a blunted response to AS, in the epigenetic, GRBGs, and glutamate/GABA clusters was 45, 617, and 47 genes, respectively. Similarly, the number of genes that were upregulated relative to control by AS or by ELS alone in the epigenetic, GRBGs, and glutamate/GABA clusters was 12, 439, and 27 genes, respectively (Figures 4A–C). 

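Genes were sorted by the sign of their difference from unstressed controls in each of the other 3 groups, with no minimum size. Of 101 genes in the epigenetic families, 61 (60.4%) were lower in all 3 groups, among them 15 of 20 histone demethylases, 20 of 32 histone methyltransferases and 16 of 21 remodelers. The mean value of these 61 genes was 9.82 in unstressed controls, 9.64 after AS, 9.64 in unstressed ELS mice and 9.66 in stressed ELS mice, and 54 of them differed by less than 0.1 between the last 2 groups. Of 96 glutamate/GABA genes, 45 (46.9%) were lower in all 3 groups, among them 11 of 18 ionotropic glutamate receptors and 9 of 17 GABA receptor subunits. Their mean was 10.33 in unstressed controls, then 10.09, 10.07 and 10.10 in the same order, and 33 of the 45 differed by less than 0.1 between unstressed and stressed ELS mice. Both sets were chosen for lying below unstressed controls in all 3 groups, so their lower means there follow from the choice. Without that choice, 81 of 100 epigenetic and 48 of 91 glutamate/GABA genes lay within 0.1 between unstressed and stressed ELS mice. The share of all genes was 64.4%, all for genes with a mean of at least 3. Asking for a difference of at least 0.1 in each group left 31 epigenetic and 29 glutamate/GABA genes. Of the glucocorticoid-responsive genes, 4 of 26 were lower in all 3 groups. Over all 20171 genes used, 34.6% were lower in all 3 groups, and 37.4% of the 14986 genes with a mean of at least 3. The same number of simulated genes, with no difference between groups and equal spread, gave 26.9%, since the same unstressed controls enter every difference.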

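In the epigenetic families 18 of 101 genes (17.8%) were higher than unstressed controls in all 3 groups. Sirt2, a deacetylase of tubulin and histones, was one of them, with differences of 0.29 after AS, 0.19 in unstressed ELS mice and 0.25 in stressed ELS mice, and Kmt2e another, with 0.16, 0.14 and 0.13. In the glutamate/GABA families 13 of 96 genes (13.5%) were higher in all 3 groups, including 7 of 29 scaffolds and auxiliary subunits and 5 of 25 transporters and enzymes. Dlg4, which encodes the scaffold PSD-95, was higher by 0.19, 0.18 and 0.06, and Cacng7 by 0.15, 0.27 and 0.17. The glucocorticoid-responsive genes had 14 of 26 members higher in all 3 groups, such as Hif3a, with 0.45, 0.38 and 0.39. Genes for cytoplasmic ribosomal proteins had 79 of 81 members higher in all 3 groups, against 34.8% of all genes used and 27.6% of simulated genes with no difference. The counts for the epigenetic families depended on the size asked for, as 8 genes were higher by at least 0.05 in all 3 groups and 4 by at least 0.1. Once the trend in transcript length was removed, 28 epigenetic and 26 glutamate/GABA genes were higher in all 3 groups, and 41 and 37 were lower.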

Again, the downregulated pattern represented the predominant direction of the ELS effect. However, AS or ELS alone resulted in a minority of upregulated genes that will also be discussed below.

**Figure 4:**
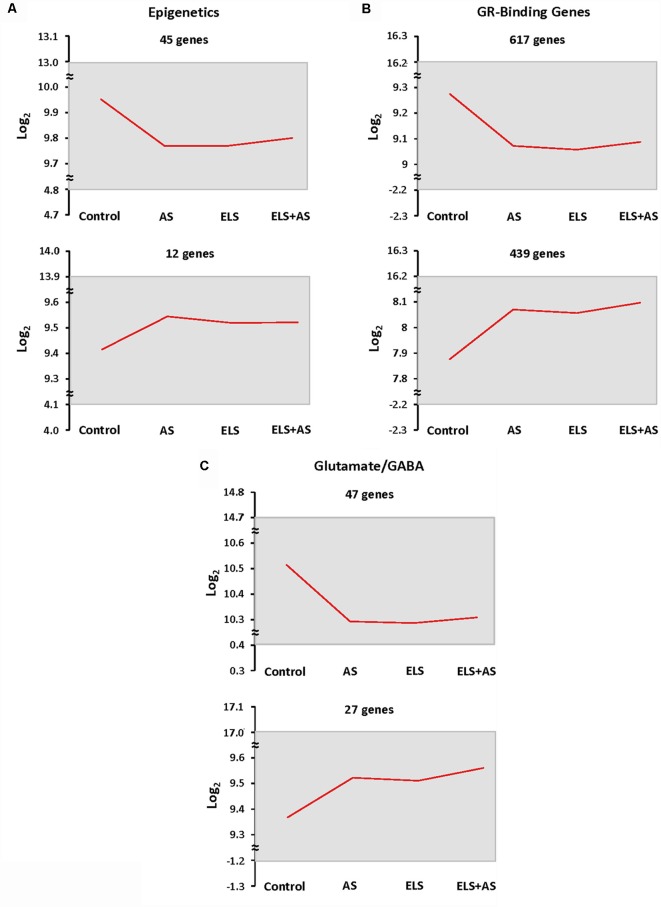
Epigenetic profiling of ELS mice shows a stressed state in the absence of AS. **(A–C)** Clustering of epigenetic, GR-binding, and glutamate/GABA genes by expression profiles shows that many genes are downregulated in every experimental group when compared to unstressed control mice. Genes were clustered based on the log2 transformation of counts in control mice subjected to AS, ELS mice, and ELS mice subjected to AS vs. unstressed control mice. The mean of the log2 transformation of counts is presented as a red line graph with the maximum and minimum values of the cluster represented as a gray rectangle. The top two most populated expression patterns are shown. ELS: mice with a history of early life stress. AS: control mice subjected to acute stress. ELS + AS: ELS mice subjected to acute stress.

### ELS Reduces Translational Response to Acute Stress in CA3 Pyramidal Neurons

In order to assess the translational impact of ELS and AS on the whole genome, we increased the criteria of statistical significance (*p*-value < 0.05, FDR <0.05) when analyzing the RNA-sequencing data of control and ELS mice naïve or exposed to stress. We first evaluated the translational profiles across conditions, i.e., AS in controls, ELS mice, and ELS mice exposed to AS, against naïve controls. This comparison resulted in a consistent number of genes shared by controls after AS and naive ELS mice compared to controls (*n* = 540 genes; Supplementary Figure S5A). Furthermore, filtering these common genes by fold change directionality demonstrated that a majority of differentially regulated genes across conditions were downregulated with respect to unstressed controls (Supplementary Figure S5B).

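Among genes with a difference from unstressed controls of over 0.5, 234 were higher and 312 lower after AS, and 195 were higher and 288 lower in unstressed ELS mice. The overlap was 113 genes higher in both groups, where 3.04 would be shared by chance if the lists were independent, and 181 genes lower in both, where 6.00 would be. Xntrpc, Uhmk1 and Cbl were among the lowest in both, with differences after AS of −1.30, −0.98 and −1.002, and differences in ELS mice of −1.34, −1.28 and −1.22. Slc36a4, an amino acid transporter, differed by −1.07 in each group, and Megf9 by −0.99 and −1.05. Adnp, a chromatin-associated transcription factor, differed by −0.85 after AS and −1.13 in ELS mice. Among the genes higher in both were the non-coding transcripts 1700113A16Rik, with 1.67 and 1.92, and 1500017E21Rik, with 1.45 and 1.39. The 3 hemoglobin and erythroid genes measured were higher in both groups as well, with medians of 0.67 and 0.67. The same unstressed controls enter both differences, so their own deviation moves the lists together, and no spread between libraries was at hand to measure how far.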

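A difference from unstressed controls of over 0.5 was found in all 3 other groups for 209 genes. Of the genes past 0.5 in either direction, 42.9% were higher after AS in controls and 40.4% in unstressed ELS mice. In stressed ELS mice 359 genes were higher than unstressed controls and 233 were lower, so 60.6% were higher. Nptxr, a receptor for neuronal pentraxins, was lower in all 3 groups, with −1.10 after AS, −1.01 in unstressed ELS mice and −0.75 in stressed ELS mice. Zkscan16 had differences of −0.92, −1.10 and −0.94, and Aff2 of −0.89, −1.09 and −0.71. Gprin3, whose promoter drives the ribosome tag, was itself lower, by −0.55, −0.76 and −0.74. All 6 markers of CA3 pyramidal cells in the list were lower in each group, with medians of −0.24, −0.29 and −0.31, and the 11 markers of dentate granule cells had medians of −0.33, −0.20 and −0.05. Markers of microglia were higher in each group, with medians of 0.27, 0.38 and 0.62. When genes were put in 10 equal groups by transcript length, the group with the shortest transcripts had median differences of 0.17, 0.20 and 0.15, and that with the longest of −0.12, −0.14 and −0.12.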

A GO analysis of downregulated genes included pathways related to synaptic plasticity, metabolism, and glutamate/GABA signaling (Supplementary Figure S5C). 

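Most genes in the lists of ion channels and of semaphorins and plexins were lower in controls after AS and in unstressed ELS mice. Of 62 potassium channel genes, 44 and 43 were lower, with medians of −0.13 and −0.10, and Kcnk9, a leak channel, had differences of −0.67 and −0.86. Of 17 voltage-gated calcium channel genes, 12 were lower in each group, with medians of −0.11, at percentile 5.87 and inside the range of random lists, and −0.23, and Cacna1e, the R-type channel, stood at −0.67 and −0.81. Semaphorins and plexins, which guide axons and shape spines, had 25 and 27 of 29 members lower, with medians of −0.16 and −0.15, among them Sema4d, with −0.43 and −0.44, and Plxna3, with −0.37 and −0.45. After removal of the trend in transcript length, the medians of the calcium channels lay at percentiles 19.9 and 4.91 and that of the semaphorins and plexins after AS at 3.89, inside the range of random lists, while semaphorins and plexins in ELS mice lay at 1.26 and the potassium channels at 1.08 and 0.01. For mitochondrial metabolism, 29 and 32 of 36 subunits of respiratory complex I were higher, with medians of 0.12 and 0.16, as for Ndufb7, with 0.26 and 0.34. The core subunit Ndufs1 was lower, by −0.24 and −0.31. Complex I transcripts are short, with a median length of 1026 bp, and after the same correction their medians were −0.03 and −0.02.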

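Kdm6a encodes a demethylase for lysine 27 of histone H3 and lies on chromosome X of the mm10 assembly, from 18162575 to 18279936. Its group values were 8.65 in unstressed controls, 8.25 in controls exposed to AS, 8.25 in unstressed ELS mice and 8.32 in stressed ELS mice. The differences from unstressed controls were −0.41, −0.40 and −0.33, below the 0.5 used for counting genes, and AS in ELS mice made a difference of 0.07. Kdm6b, the other demethylase for the same residue, was higher after AS by 0.29 in controls and by 0.24 in ELS mice. With the trend in transcript length removed, the difference of Kdm6a was −0.32 after AS in controls and −0.29 in unstressed ELS mice.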

Interestingly, within this list, we identified the lysine-specific demethylase 6a, *Kdm6a*, which is epigenetically repressed by methylation (Laukka et al., 2018), consistent with our findings (Figure 3A).

We then assessed the effects of AS in controls and ELS mice, respectively, at a new level of statistical stringency. When filtering genes by fold change directionality, a majority of genes in ELS were upregulated by AS, whereas most genes were downregulated by AS in controls. 

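After AS in ELS mice 95 genes were higher than in unstressed ELS mice by over 0.5 and 17 were lower, so 84.8% of the genes past this size were higher. BC002163, annotated as a processed pseudogene of 319 bp, led the genes that were higher, with 1.79. Egr2 and Fos followed, with 1.501 and 1.32, and Cyr61, a matricellular protein of the immediate early class, was higher by 0.87. Apoe, a lipoprotein made mainly by glia, was higher by 0.86, Lars2 by 0.84 and Mfge8 by 0.80, where controls after AS had −0.86 for Lars2 and −0.38 for Mfge8. The lowest genes in ELS mice after AS included the non-coding RNAs Meg3, with −0.65, and Snhg11, with −0.60, and the lowest of all was Gm10653, with −1.01. In controls after AS the lowest included Mir7646, with −1.32, Rapgef5, an activator of Rap GTPases, with −1.27, and Lmbrd2, with −1.05, and the highest included Zglp1, with 1.60. Of the 95 genes that were higher in ELS mice, 11 were immediate early genes, 7 astrocyte markers and 3 oligodendrocyte markers. At a size of 0.25 the split in controls was 1710 higher and 1846 lower, and at a size of 1 it was 10 higher and 7 lower.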

AS induced 1,698 genes in controls (GO analysis shown in Supplementary Figure S6) and only 34 genes in ELS mice, with 16 genes common to both conditions (Figure 5).

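Past a difference of 0.5, 17 genes were higher after AS in both controls and ELS mice, where 1.48 would be shared by chance. Lower in both were 0 genes, where 0.354 would be shared by chance, so this count cannot show an absence of shared lower genes. The larger of the 2 sets was that of controls, with 546 genes against 112 in ELS mice. Of the 34 genes of Supplementary Table S1, 12 were higher by over 0.5 in both, among them Rsrp1, a splicing-related gene, with 0.67 in controls and 0.57 in ELS mice, and Ppp1r3g, which targets a phosphatase to glycogen, with 0.67 and 0.65. The SD across genes of the AS difference was 0.230 in controls and 0.138 in ELS mice. By the sample records the first rests on 2 against 2 libraries and the second on 3 against 3, so noise alone would differ. Unstressed ELS mice, without AS, differed from unstressed controls with an SD of 0.227. The counts and SDs therefore cannot tell a weaker AS response in ELS mice from a deviation of the unstressed controls. Across genes the AS differences in controls and in ELS mice had a Pearson correlation of −0.166, and genes are not independent replicates. The AS difference in ELS mice exceeded that in controls by over 0.5 for 697 genes and was below it by over 0.5 for 459. Among the 697 were Trf, Mag and Cldn11, markers of oligodendrocytes, with −0.72, −0.74 and −0.70 in controls and 0.76, 0.64 and 0.54 in ELS mice. Of all 21 oligodendrocyte markers, 14 were lower and 7 higher in controls after AS.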

**Figure 5:**
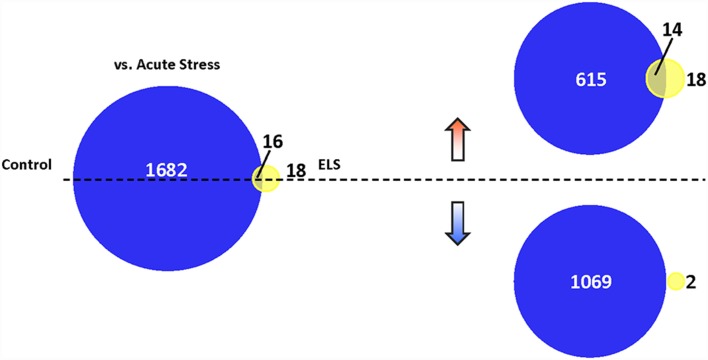
Translational repression in ELS mice following AS. Venn diagram depicting the number of genes altered in stressed control mice vs. unstressed control mice (dark blue), stressed ELS mice vs. unstressed ELS mice (yellow), and in both comparisons (yellow-blue overlap; *p* < 0.05). AS induces a markedly limited gene expression change in ELS mice relative to control mice. We found that AS induces 1,698 genes in control mice and 34 genes in ELS mice, with 16 genes common to both comparisons. Separating these AS-regulated genes based on the direction of their fold change revealed that AS upregulates 629 genes in control mice and 32 genes in ELS mice, with 14 genes commonly upregulated in both comparisons. In addition, 1,069 genes are downregulated in control mice and two genes downregulated in ELS mice by AS, with no genes common to both comparisons. ELS, early life stress; AS, acute stress.

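Of 24 immediate early genes, 21 were higher after AS in controls, with a median difference of 0.48, and 22 were higher in ELS mice, with a median of 0.43. Unstressed ELS mice were split, with 12 genes above and 12 below unstressed controls and a median of 0.00. Fos, which encodes a subunit of AP-1, had group values of 8.94 in unstressed controls, 10.17 after AS, 8.78 in unstressed ELS mice and 10.10 in stressed ELS mice. Fosb had 8.38, 9.45, 8.51 and 9.31, and Egr2, a zinc finger transcription factor, had 6.13, 7.58, 5.96 and 7.46. The values of Arc, which acts in the trafficking of AMPA receptors, were 11.88, 12.44, 11.66 and 12.44. Npas4, a neuronal activity-dependent factor, was higher after AS by 0.62 in controls and by 0.76 in ELS mice, Atf3 by 0.81 and 0.73, Maff by 0.72 and 0.74, and Junb by 0.55 and 0.63. Bdnf differed by −0.01 and 0.05.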

Of note, those common genes that were mostly upregulated by AS in both controls and ELS mice included the immediate early genes such as the Fos-family genes, Egr-family genes, and Arc (Supplementary Table S1). This demonstrated that both controls and ELS mice responded to AS by activating the immediate early gene response, although ELS dramatically blunted the subsequent translational response to stress.

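The 312 genes that were lower by over 0.5 in controls after AS had a median difference of −0.61 there and of −0.59 in unstressed ELS mice, where 181 of them were lower by over 0.5. AS in ELS mice gave these genes a median of 0.10. Of the 312, 115 differed by less than 0.1 there, a smaller share than the 64.4% of all genes. The 234 genes that were higher by over 0.5 in controls after AS had medians of 0.59 there and 0.49 in unstressed ELS mice. For AS in ELS mice their median was 0.00, and 108 differed by less than 0.1, again a smaller share than 64.4%. Rapgef5, for example, stood at 10.86 in unstressed controls, 9.59 after AS, 10.08 in unstressed ELS mice and 10.36 in stressed ELS mice, and Rad9b at 6.47, 7.46, 7.41 and 7.16. These genes were chosen on the AS difference in controls, which shares the unstressed controls with the ELS difference. From the shared immediate early genes and the far shorter list of genes altered by AS in ELS mice, the paper concludes that ELS left the first response to stress in place and blunted the translation that follows it.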

In comparison, the majority of genes that were upregulated by AS in ELS mice were included in the GRBG heatmap prediction, such as *Per1, Dusp1, Nfkbia, Cst3, Trib1, Htra1, Sdc4, Plekhf1* (Figure 2; Supplementary Table S1). This indicates that AS induced translational repression in controls, whereas it led to translational activation of those genes in mice with a history of ELS.

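Dusp1, a phosphatase that switches off MAP kinases, was higher in ELS mice after AS by 0.59 and in controls by 0.11. Nfkbia, the inhibitor of NF-κB, differed by 0.60 in ELS mice and −0.05 in controls, and Htra1, a secreted protease, by 0.61 and −0.04. The clock gene Per1 was higher by 0.42 in ELS mice and 0.22 in controls, and Trib1 by 0.58 and 0.26. Cst3, a secreted protease inhibitor that astrocytes express in quantity, was higher by 0.44 and 0.23, and the proteoglycan Sdc4 by 0.61 and 0.33. Plekhf1, a regulator of endosomes, was higher by 0.87 in ELS mice and by 0.79 in controls. Unstressed ELS mice lay below unstressed controls for Dusp1, by −0.42, for Trib1, by −0.20, and for Per1, by −0.15, and above them for Sdc4, by 0.33, for Plekhf1, by 0.30, for Cst3, by 0.20, and for Nfkbia, by 0.16.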

## Discussion

Using a mouse model, we determined the lasting consequences of ELS on stress reactivity and gene expression in hippocampal CA3 pyramidal neurons that are structurally and functionally vulnerable to the effects of stressors and are critically involved in spatial and episodic memory, as well as mood (McEwen, 2001, 2016). We found that ELS profoundly alters gene expression patterns and responsiveness to acute stressors, with the main effect being considerable repression of the ability of acute novel stress to alter gene expression along with a qualitative change in genes that are regulated by an acute novel stressor. The effects of ELS are also manifested in blunted HPA activation and altered patterns of repressive and activating histone methylation marks in hippocampal subfields, with considerable changes and restriction in cell-type specific translational profiling of stress-sensitive CA3 pyramidal neurons.

We demonstrated that ELS exposure leads to a blunted corticosterone activation response after AS in adulthood, pointing to a reprogramming of the HPA axis while brain circuitry is still forming (Lupien et al., 2009). Hippocampal circuitry exerts both positive and negative feedback and inhibitory control over the HPA axis (Joëls et al., 2004) whereby CA3 activation increases HPA axis activity (Dunn and Orr, 1984). The ability to mount an adequate corticosterone response after a stressor is necessary for an organism to coordinate metabolic, immune and other changes that allow for adaptation to a changing environment (McEwen, 2019).

The effects of corticosterone include participation in remodeling of CA3 neuronal dendrites and spine synapses (McEwen, 2016). This utilizes genomic and non-genomic mediation through glucocorticoid receptors [both mineralocorticoid (MR) and glucocorticoid (GR)], which are highly expressed in hippocampal CA3 pyramidal neurons (McEwen, 2016). ELS also affects CA3 neuron structure: using the same paradigm of ELS, Wang et al. (2011) demonstrated decreased spine density in CA3 hippocampal neurons, associated with cognitive deficits and disrupted long-term potentiation selective to those neurons. Neuroanatomical changes of the hippocampus have also been observed in children that experienced adverse events during critical periods of development (Humphreys et al., 2019). Thus, alterations of neuronal architecture combined with attenuation of appropriate neuroendocrine and transcriptional responses to acute stressors may lead to behavioral dysfunctions and cognitive inflexibilities in subjects exposed to adverse events early in life (Walker et al., 2017).

Concerning the effects of acute novel stress (AS) on epigenetic modifications in control and ELS mice, we demonstrated that AS induced an opposite regulation of the repressive histone mark, H3K9me3, in the dorsal CA1 and CA3 regions of control and ELS mice. We note that in naïve rats, as well as mice in our study, acute stress increases H3K9me3 levels (Hunter et al., 2009, 2012). Surprisingly, ELS mice showed chronically elevated levels of H3K9me3 at baseline, which were then decreased following AS; whereas, AS elevated H3K9me3 levels in both dorsal hippocampal regions of control mice.

Modifications to the repressive histone marker at the protein level were paralleled by changes in gene expression in these neurons. 

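Suv39h1 lies on chromosome X of the mm10 assembly, from 8061171 to 8074760. Its group value was 9.66 in unstressed controls, 9.73 in controls exposed to AS and 9.80 in unstressed ELS mice. These values stood above unstressed controls by 0.07 and 0.13. Both differences were small beside the SD across genes of the same comparisons, 0.230 and 0.227.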

*Suv39h1*, a specific H3K9 methyltransferase (Peters et al., 2001), was increased by AS in control and was also elevated in unstressed ELS mice compared to unstressed controls. Remarkably, in ELS mice, AS induced decreased levels of *Suv39h1* compared to ELS controls. Thus, AS and ELS effects are both manifested in the levels of H3K9me3, as well as a key methylating enzyme, in the dorsal hippocampus in a double-hit model of stress. 

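The group value of Suv39h1 was 9.63 in ELS mice exposed to AS, which differed from unstressed ELS mice by −0.16 and from unstressed controls by −0.03. The SD across genes of the difference between stressed and unstressed ELS mice was 0.138. The AS difference in ELS mice minus that in controls was −0.23 for Suv39h1.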

Notably, many other genes included in our bioinformatics pathway analysis showed reduced (or in some cases, elevated) expression in both ELS mice and in control mice as a result of AS. Thus, ELS induces long-lasting programming of CA3 neurons to chronically activate or repress the same translational responses that are acutely activated or repressed by AS in control mice.

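Across 14986 genes the difference of controls exposed to AS from unstressed controls and that of unstressed ELS mice had a Pearson correlation of 0.841, and 82.8% of genes had the same sign in both. Simulated genes with no effect in any group and the same spread in every library gave 0.546 and 69.3%, since both differences share the unstressed controls. A larger deviation of the unstressed control libraries would raise these values without any effect. The gap therefore cannot tell effects of AS and ELS from such a deviation. With the trend in transcript length removed the observed correlation was 0.808. Unstressed ELS mice and controls exposed to AS differed from each other with an SD across genes of 0.129, against 0.227 and 0.230 for their differences from unstressed controls. The difference between ELS mice and unstressed controls and that between stressed ELS mice and controls exposed to AS, which share no group, had a correlation of −0.0715. Kcnt2, a sodium-activated potassium channel, had differences of −0.46 after AS and −0.51 in ELS mice. Itm2a, an endothelial marker in the lists used here, had −0.49 and −0.41. Pcp4, a calmodulin regulator listed as a CA2 marker, was higher by 0.66 in each. The CA2 markers as a list had medians of −0.19 and −0.14, with 4 of 6 lower in each.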

Previous work from this laboratory and others have demonstrated that TRAP, the method used in this investigation, has advantages compared to whole tissue mRNA isolation (Marrocco et al., 2017; Gray et al., 2018). We demonstrated strong effects of ELS and AS upon three crucial gene networks, namely: (i) epigenetic modifiers; (ii) GRBGs; and (iii) glutamate/GABA genes. Many genes in these pathways were down-regulated by AS in control mice, and were also decreased by ELS in the absence of any AS when compared to controls; some genes were up-regulated by AS in controls and elevated in unstressed ELS mice compared to controls. Many of those up or down-regulated genes in ELS mice did not respond to AS. This suggests that a history of ELS not only induced considerable persistent translational repression or activation but also led to reduced reactivity to AS.

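Of 38 proteasome subunits, 29 were lower in controls after AS, with a median of −0.10 at percentile 0.69 of the random lists, while unstressed ELS mice had 19 lower and 19 higher and a median of −0.01. Removal of the trend in transcript length gave medians of −0.19 after AS and −0.12 in unstressed ELS mice, where 32 of the 38 were then lower. Psmd11 and Psmd5, of the regulatory particle, differed by −0.48 and −0.34 after AS in controls and by 0.06 and 0.05 after AS in ELS mice. Psmd2 differed by −0.31 in controls and by 0.14 in ELS mice. Of 18 subunits that were lower by over 0.1 in controls after AS, 17 differed by less than 0.1 after AS in ELS mice, as did 36 of all 38 subunits. Splicing factors were higher in 38 of 54 cases in controls after AS, with a median of 0.11, and lower in 37 of 54 in ELS mice after AS, with a median of −0.03 at percentile 4.87, inside the range of random lists. Srsf9 was higher by 0.39 in controls and differed by −0.18 in ELS mice, and Srsf4 by 0.34 and −0.10. Of 28 splicing factors that were higher by over 0.1 in controls after AS, 24 were also higher by over 0.1 in unstressed ELS mice than in unstressed controls, as were 3421 of 4485 genes of all kinds chosen in the same way with the same unstressed controls.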

Genes activated by AS in controls, but not in ELS mice, were found to participate in glutamate/GABA signaling, proteolysis, RNA splicing, and neurodegenerative disease. The glutamate/GABA system is essential for the stress response and regulation of mental state (Popoli et al., 2011). 

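Grin1, the obligatory subunit of NMDA receptors, had a group value of 12.08 in unstressed controls and 11.79 in controls exposed to AS, a difference of −0.29. Grin2a, which encodes the GluN2A subunit, had 7.76 and 7.34, a difference of −0.42. The GABA-B receptor subunit Gabbr2 had 11.02 and 10.45, a difference of −0.57.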

Stress-dependent downregulation of glutamate/GABA genes in control mice is consistent with previous findings showing that acute stress reduces the expression of *Grin1*, *Grin2a*, *Gabbr2*, and *Gabra1* in CA3 neurons (Marrocco et al., 2017). However, ELS mice exhibited no changes in those same glutamate/GABA genes when exposed to AS. 

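In ELS mice AS made a difference of 0.07 for Grin1, 0.17 for Grin2a and 0.00 for Gabbr2. Unstressed ELS mice already differed from unstressed controls by −0.36 for Grin1, −0.62 for Grin2a and −0.65 for Gabbr2. Stressed ELS mice had group values of 11.79, 7.31 and 10.37 for these genes.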

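Nr3c2 lies on chromosome 8 of the mm10 assembly, from 76899442 to 77245012. Its group value was 11.90 in unstressed controls, 11.29 in controls exposed to AS, 11.32 in unstressed ELS mice and 11.42 in stressed ELS mice. The difference after AS was −0.61 in controls and 0.11 in ELS mice, and unstressed ELS mice differed from unstressed controls by −0.59. Nr3c1, which encodes GR, differed by −0.10 after AS in controls and by 0.06 in ELS mice.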

The mineralocorticoid receptor, *Nr3c2*, was also reduced by AS in control mice compared to unstressed mice, as also previously reported (Marrocco et al., 2017), but AS did not affect *Nr3c2* expression in ELS mice.

In contrast, the considerably restricted list of genes selectively induced by AS in ELS mice involved cellular functions such as circadian rhythm (*Per1*, *Npy*), inflammatory response (*Nfkbia*), opioid receptors *(Penk)*, and in GRBG function (*Dusp1, Cst3, Trib1, Htra1, Sdc4, Plekhf1*). 

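Npy, a peptide of hippocampal interneurons, was higher by 0.47 after AS in ELS mice and by 0.22 in controls, and the opioid precursor Penk by 0.63 and 0.03. Of 6 opioid peptide and receptor genes, 5 were higher in ELS mice after AS, with a median of 0.43, among them Pnoc, with 0.63, and Oprd1, with 0.49. The 21 circadian clock genes had a median of 0.04, with 15 higher, and the 16 genes of NF-κB signaling and inflammation a median of 0.05, with 11 higher. In the same comparison the astrocyte markers had a median of 0.46, and 20 of 21 oligodendrocyte markers were higher, with a median of 0.35. Aldoc of astrocytes was higher by 0.59. Markers of GABAergic interneurons were higher for 17 of 19 genes, with a median of 0.24, and those of endothelial cells were higher for 4 of 15, with a median of −0.08. In controls after AS the astrocyte markers had a median of −0.05 and the oligodendrocyte markers of −0.38, with 7 of 21 higher, among them Mobp, by 0.69, and Mbp, by 0.34.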

Glucocorticoid receptors play a key role in the programming of the ELS synapse as well as impaired response to AS (Weaver et al., 2004a,b; Meaney and Szyf, 2005; Mifsud and Reul, 2018). Moreover, transcriptional disruption of circadian rhythms is observed across diverse animal models of early life adversities (Baranger et al., 2016; Nätt et al., 2017; Yam et al., 2017; Morley-Fletcher et al., 2019). *Neuropeptide Y (Npy)* is implicated in the regulation of hippocampal synaptic plasticity and circuit structure in a model of predator scent stress (Li et al., 2017), while *Nfkbia* is involved in stress sensitization and recovery in a double-hit model of stress (Gray et al., 2014). Further research is needed to elucidate the mechanistic consequences of the epigenetic repression of these subsets of genes and changes in circuit connectivity of CA3 neurons in stressed mice with a history of ELS.

Yet it is particularly noteworthy that the reduced translational reactivity to AS of ELS mice did not include the immediate early genes *Egr1/2/4*, *Arc*, *Fos*, and *Fosb*, which were upregulated by AS in both control and ELS mice. 

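The AS difference in ELS mice minus that in controls was −0.20 for Egr1, 0.05 for Egr2, −0.01 for Egr4, 0.21 for Arc, 0.08 for Fos and −0.27 for Fosb. Egr1 was higher after AS by 0.77 in controls and 0.57 in ELS mice, and Egr4 by 0.78 and 0.77. Controls and ELS mice exposed to AS had like group values, with 13.20 and 13.22 for Egr1 and 10.73 and 10.75 for Egr4. Of the 24 immediate early genes, 16 had AS differences in ELS mice and in controls that lay within 0.1 of each other.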

Immediate early genes are regarded as the “gateway to the genomic response,” the qualitative nature of which is dependent on other epigenetic factors that determine which genes will respond (Pérez-Cadahía et al., 2011). Interestingly, the activation of immediate early genes, such as *Fos* and Arc, by acute stress occurs in both males and females as well (Marrocco et al., 2017).

In this regard, it is crucial to consider that this study only includes male mice, while it is established that females respond differently to AS or ELS (Bohacek et al., 2015; Bath et al., 2017; Marrocco et al., 2017; Manzano Nieves et al., 2019). Thus, further studies are needed to investigate the genomics of ELS in females that take into account the role of sexual differentiation. Additionally, the TRAP sequencing of hippocampal CA3 neurons is likely to contain cells from both dorsal and ventral hippocampus. It would be of interest then to examine epigenetic markers in the ventral hippocampus because of its distinct neuroanatomical connectivity (Fanselow and Dong, 2010).

Together, our data show that chronic early stress induced by limited bedding and nesting material programs a restricted translational response to stress in stress-sensitive CA3 neurons leading to persistent changes in gene expression. Some of these changes mimic the transient effects of AS in control mice while leaving in operation the immediate early gene response to AS. Alterations in epigenetic modifiers observed in CA3 neurons should be extended to other stress-sensitive neuronal populations to investigate novel brain targets of ELS programming of adult stress reactivity. Such studies pave the way for investigating interventions that may treat and reverse the effects of adverse early life programming.

## Data Availability

The datasets generated for this study can be found in GEO, GSE131972.

## Ethics Statement

This study was carried out in accordance with the recommendations of the National Guidelines on the Care and Use of Animals. The protocol was approved by The Rockefeller University Animal Care and Use Committee.

## Author Contributions

JG, JM, and BM designed the experiments. JG, JM, NE, EO’C, and BM wrote the manuscript. JG, JM, JK, NE, EO’C, and TR performed the experiments. TC contributed to bioinformatics analysis. JM, NE, and EO’C prepared the final figures and performed statistical analysis. ES contributed the BAC-TRAP method.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^http://mev.tm4.org/

^2^http://www.biovenn.nl/index.php

## Supplementary Material

FIGURE S1 Principal Component Analysis (PCA) of Gprin3-Bac TRAP RNA-sequencing data. Unstressed control mice (black), ELS mice (red), control mice subjected to AS (blue), and ELS mice subjected to AS (green) show clustering based on experimental groups. 

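PCA places libraries by the directions in which they differ most, and it needs a value per library, so it was not repeated here. Between group values, the SD across genes of the difference was 0.224 for unstressed controls and stressed ELS mice and 0.162 for the stressed groups. By SD, unstressed controls stood further from each other group than those groups stood from one another, with a ratio of 1.78 between the AS and control pair and the AS and ELS pair. Groups of equal spread with the numbers of libraries in the sample records gave 1.09 in a simulation.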

ELS, early life stress; AS, acute stress.

FIGURE S2 H3K9me3 and DAPI levels of control and ELS mice. 4× magnification imaging of immunofluorescence was used to detect H3K9me3 and DAPI in CA1, CA3, and DG regions of the dorsal hippocampus. Column labeled “Merge” depicts both the H3K9me3 and DAPI image overlaid. Scale bar = 100 μm. ELS, early life stress; AS, acute stress. Control: *n* = 5, AS: *n* = 5, ELS: *n* = 6, ELS + AS: *n* = 6 mice.

FIGURE S3 DAPI levels of control and ELS mice. 20× magnification imaging of immunofluorescence was used to detect DAPI in CA1, CA3, and DG regions of the dorsal hippocampus. Scale bar = 100 μm. ELS, early life stress; AS, acute stress. Control: *n* = 5, AS: *n* = 5, ELS: *n* = 6, ELS + AS: *n* = 6 mice.

FIGURE S4 H3K4me3 levels do not change following ELS. **(A)** Immunofluorescence was used to detect H3K4me3 in CA1, CA3, and DG regions of the hippocampus from unstressed controls and ELS mice. Compared to unstressed controls, ELS does not induce differential H3K4me3 expression in the CA1, CA3, and DG. Scale bar = 100 μm. **(B)** Scatter plots show quantification of H3K4me3 immunoreactivity (*n* = 5–6). Control: Unstressed control mice. ELS: Mice with a history of early life stress.

FIGURE S5 ELS mice exhibit loss of translational activation following AS. **(A)** Triple Venn diagram depicting the number of genes altered in stressed control mice (blue), ELS mice (pink), and stressed ELS mice (yellow) when compared to unstressed control mice. **(B)** Genes of the triple venn diagram comparisons separated based on the direction of their fold change. (left) AS (blue) upregulates 629 genes in control mice and ELS mice exhibit (pink) an upregulation of 400 genes, with 318 genes commonly upregulated in both comparisons. In addition, 1,069 genes are downregulated in control mice by AS and 748 genes downregulated in ELS mice, with 603 genes common to both comparisons. (middle) ELS mice exhibit an upregulation of 400 genes and AS induces an upregulation of 301 genes in ELS mice (yellow), with 174 genes common to both comparisons. Furthermore, 748 genes are downregulated in ELS mice and 469 genes downregulated in ELS mice by AS, with 437 genes common to both. (right) AS upregulates 629 genes in control mice and 301 genes in ELS mice, with 184 genes commonly upregulated in both comparisons. AS downregulates 1,069 genes in control mice and 469 genes in ELS mice, with 404 genes common to both comparisons. **(C)** GO analysis of all the genes downregulated in Supplementary Figure S3B. Bar graph chart depicting the enrichment analysis of the top 10 pathways from Database for Annotation, Visualization, and Integrated Discovery (DAVID) revealed gene pathways related to protein transport, phosphorylation, glutamate/GABA, and axon guidance.

FIGURE S6 AS alters cell signaling related to the glutamate/GABA system in control mice. Bar graph chart depicting the enrichment analysis of the top 10 pathways from Database for Annotation, Visualization, and Integrated Discovery (DAVID) revealed gene pathways related to Glutamate/GABA, neurodegenerative disease, and transport, such as protein transport and ion transport. Pathways were obtained by analyzing the genes unique to control mice subjected to AS when compared to unstressed controls (Figure 2B; dark blue circle).

TABLE S1 Genes induced by AS in ELS mice. Table depicts the fold change and *p*-value of 34 genes differentially expressed by AS in ELS mice when compared to unstressed ELS mice. 

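Each of the 34 genes had the same sign in the difference between stressed and unstressed ELS mice as in the table, and across these genes the paper's values and the differences had a Pearson correlation of 0.977, against 0.0855 with the difference between stressed ELS mice and controls exposed to AS. The table's values take negative signs and so are on a log scale, whose base the table does not state, while the paper's methods speak of log2 fold change. Of the 32 genes with a positive value, 25 were higher by over 0.5 after AS in ELS mice. In controls after AS, 25 of the 32 were higher by over 0.1, 3 were lower by over 0.1 and 4 lay within 0.1. The 3 that were lower were the neuropeptide precursor Scg2, with −0.44, and the myelin genes Mal and Cldn11, with −0.42 and −0.70. Arl4d, Dio2 and Sik1 were higher in controls by 0.48, 0.48 and 0.50, and in ELS mice by 0.66, 0.53 and 0.68. Ndufs5, a subunit of complex I, was higher by 0.28 in controls and differed by −0.53 in ELS mice, and Pttg1, or securin, differed by −0.12 and −0.57.

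**Figure D2:**
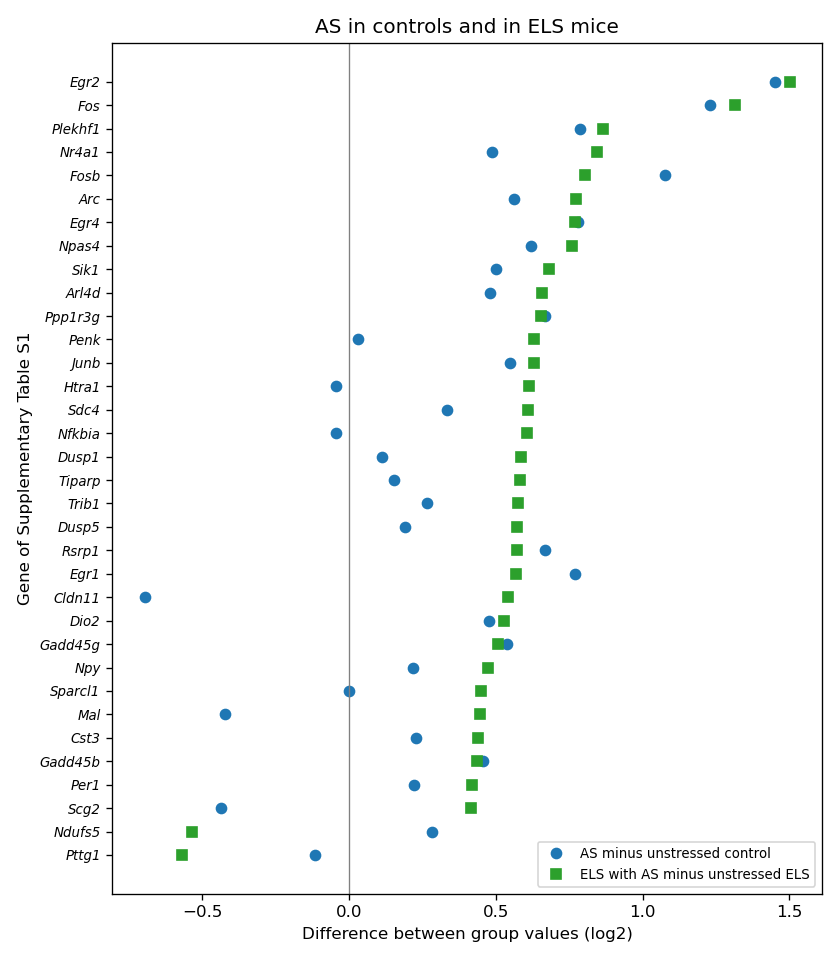
Difference between group values, in log2 units, for the 34 genes of Supplementary Table S1, with AS against no AS in controls as circles and in ELS mice as squares. Fos and Egr2 lie to the right in both, at 1.23 and 1.45 in controls and 1.32 and 1.501 in ELS mice, while Mal, Cldn11 and Scg2 lie on opposite sides of 0.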

Genes highlighted in blue are genes also present in control mice subjected to AS when compared to unstressed control mice. Genes with a star are immediate early genes (*Egr1*, *Egr2*, *Egr4, Fos*, *Fosb*, and *Arc*).

# Supplementary material for: Early Life Stress Restricts Translational Reactivity in CA3 Neurons Associated With Altered Stress Responses in Adulthood
**Source:** Front Behav Neurosci. 2019 Jul 11;13:157. doi: 10.3389/fnbeh.2019.00157
**Supplement:** FIGURE S1 — Principal Component Analysis (PCA) of Gprin3-Bac TRAP RNA-sequencing data. Unstressed control mice (black), ELS mice (red), control mice subjected to AS (blue), and ELS mice subjected to AS (green) show clustering based on experimental groups. ELS, early life stress; AS, acute stress.

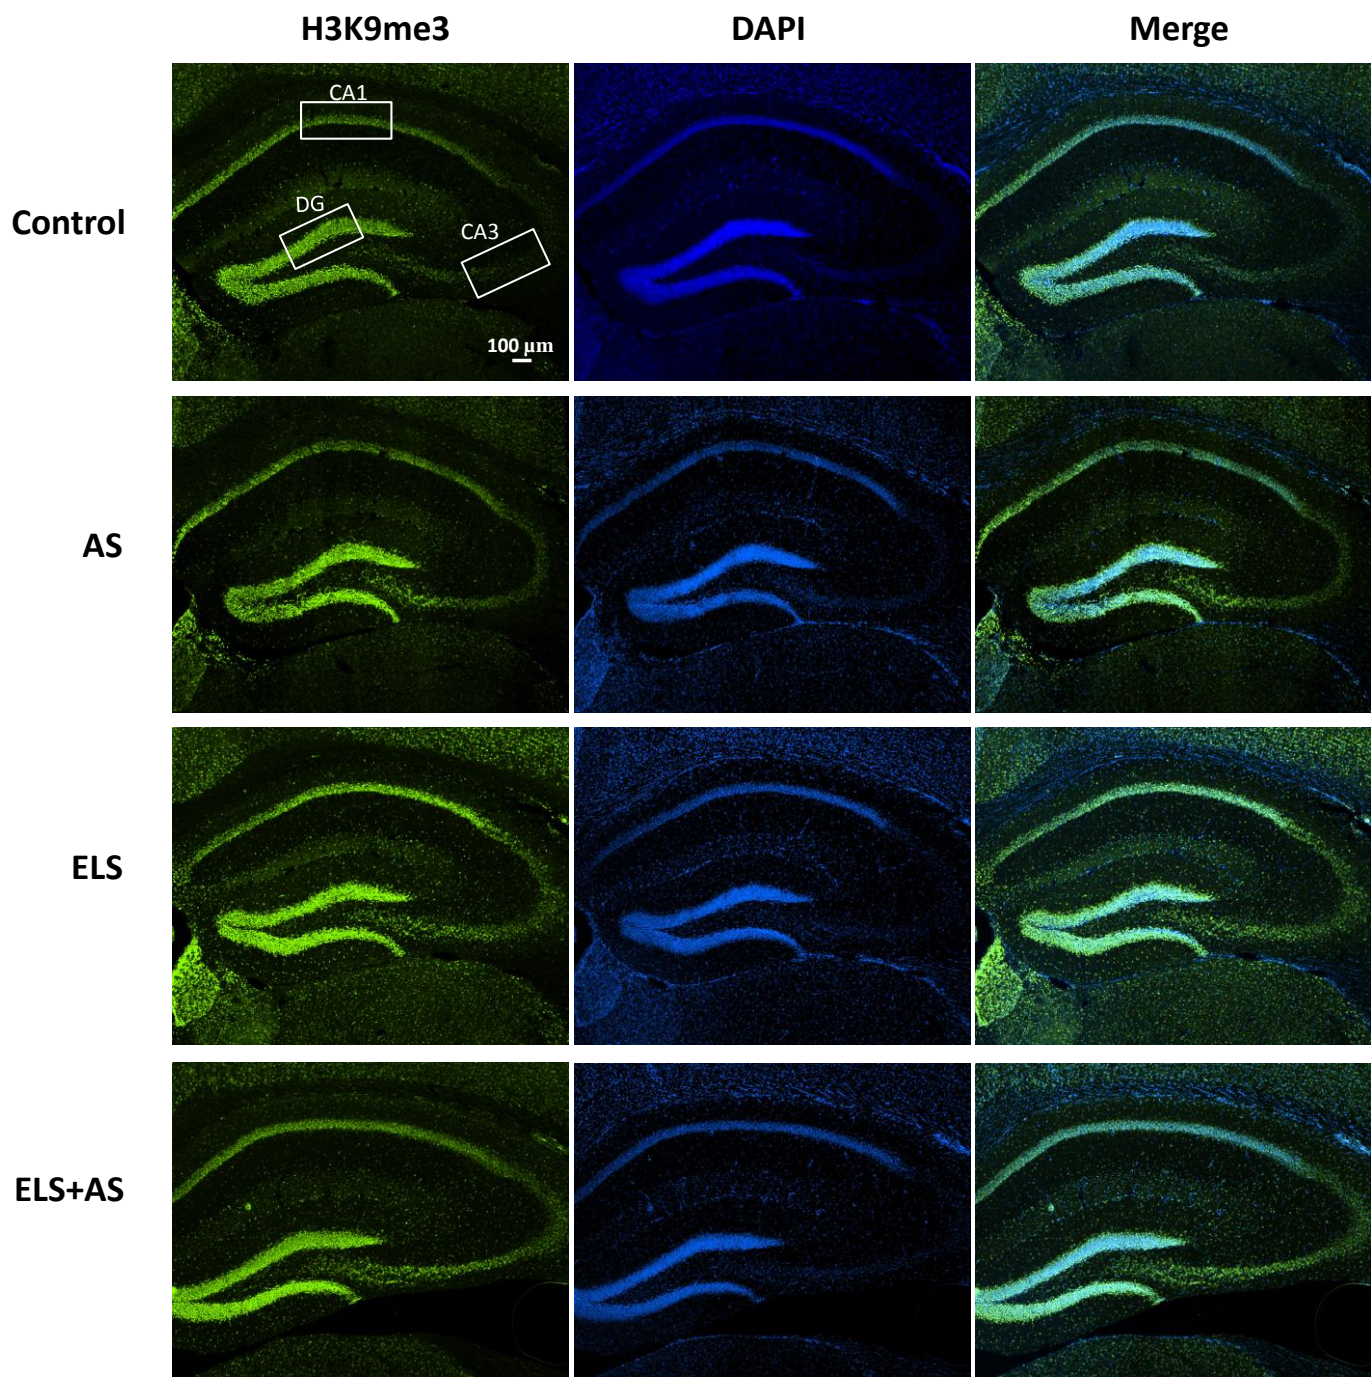

Supplementary Fig. 1

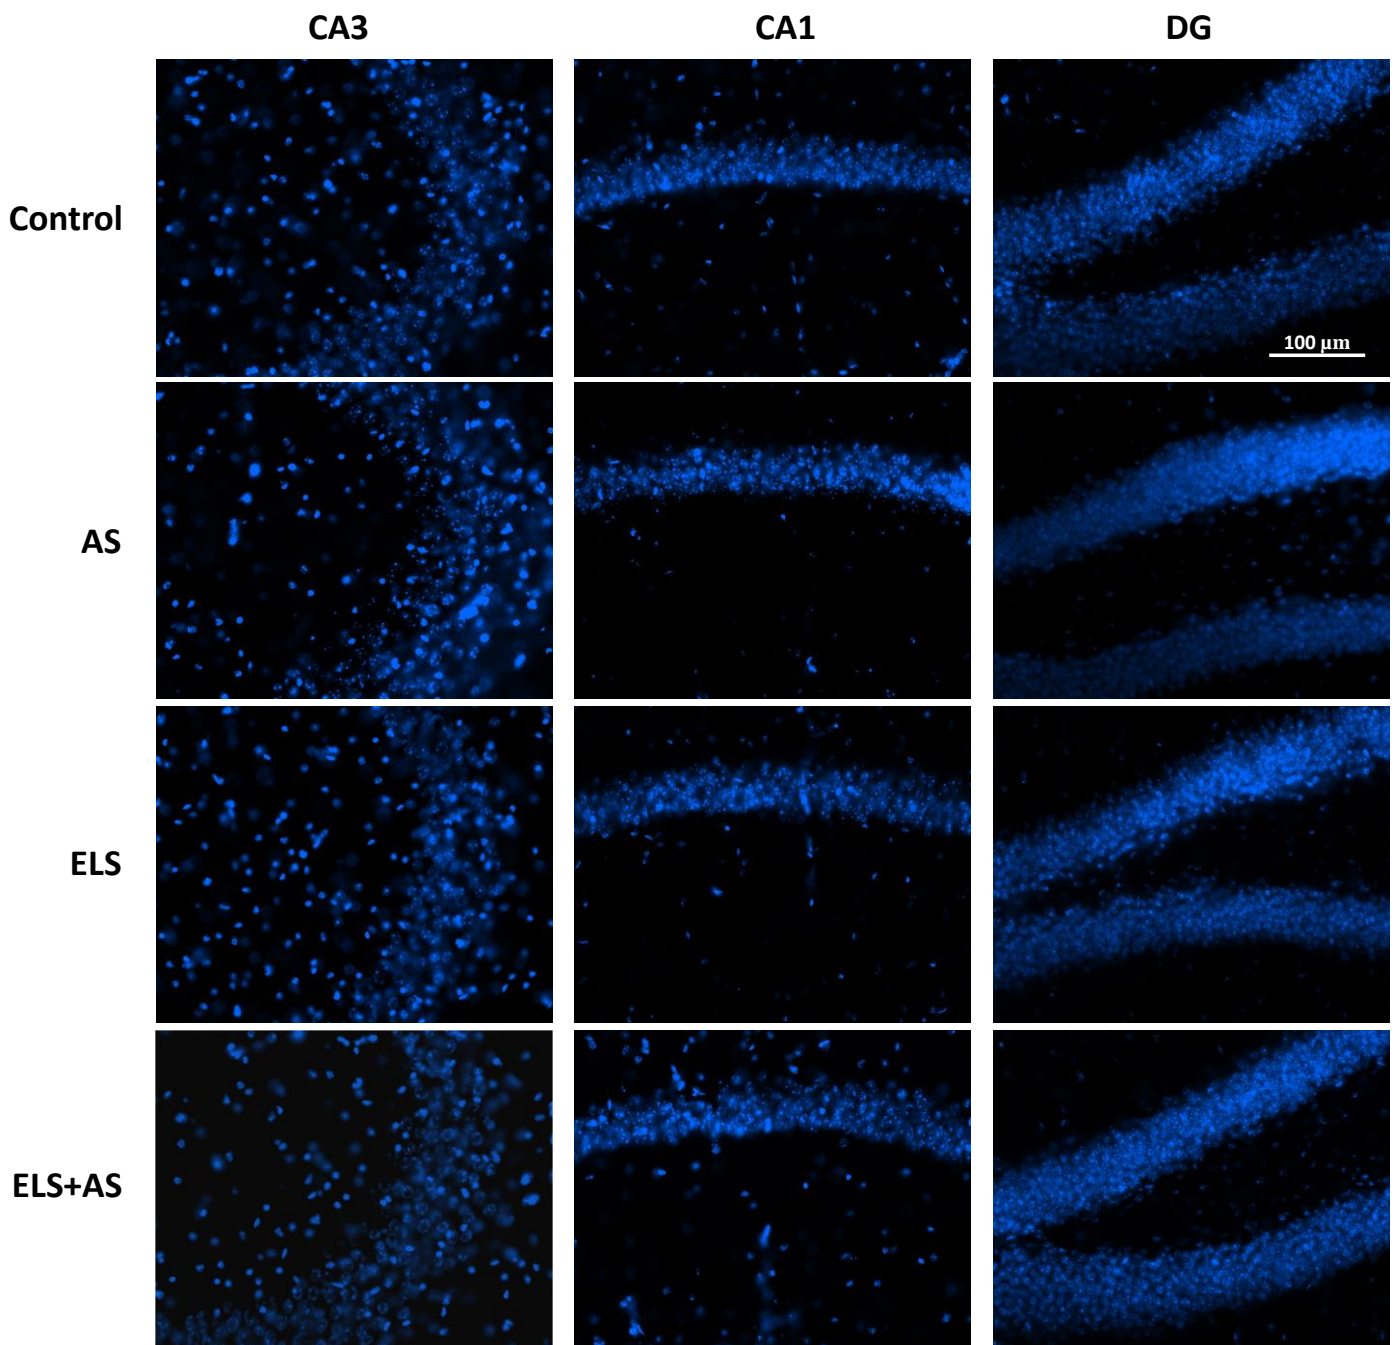

Supplementary Fig. 2

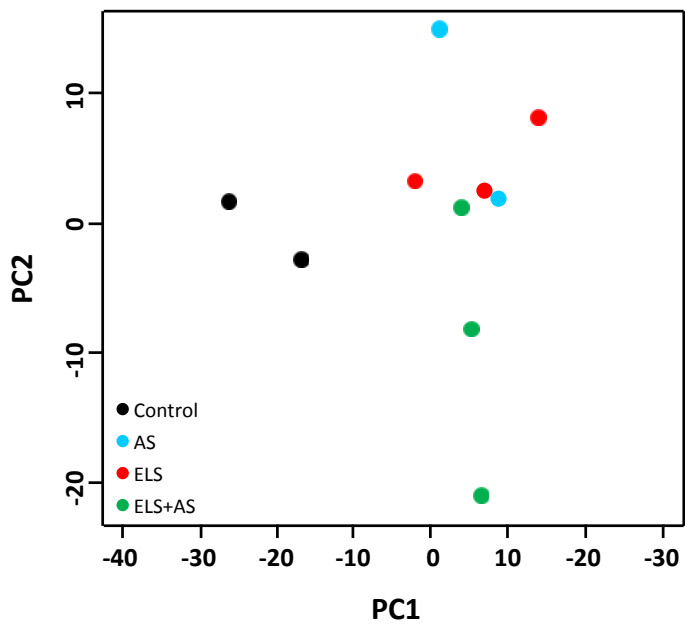

Supplementary Fig. 3

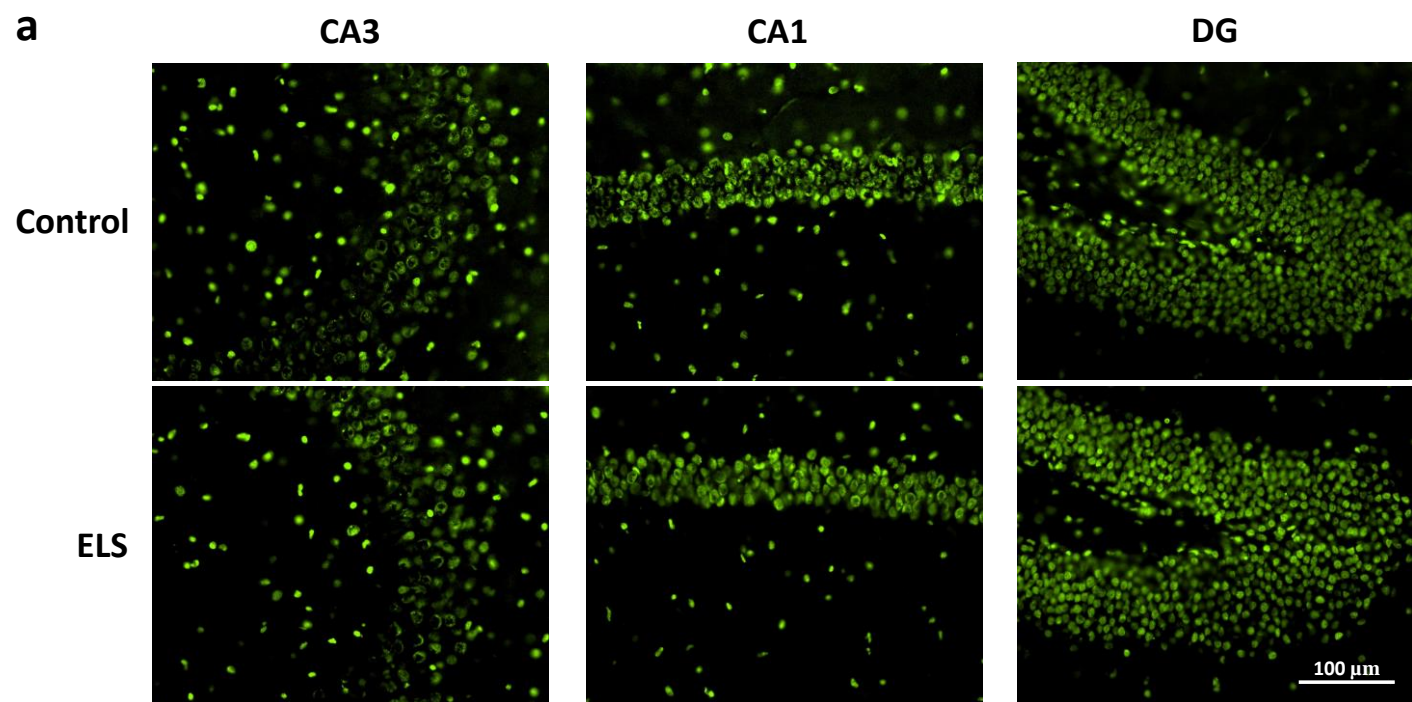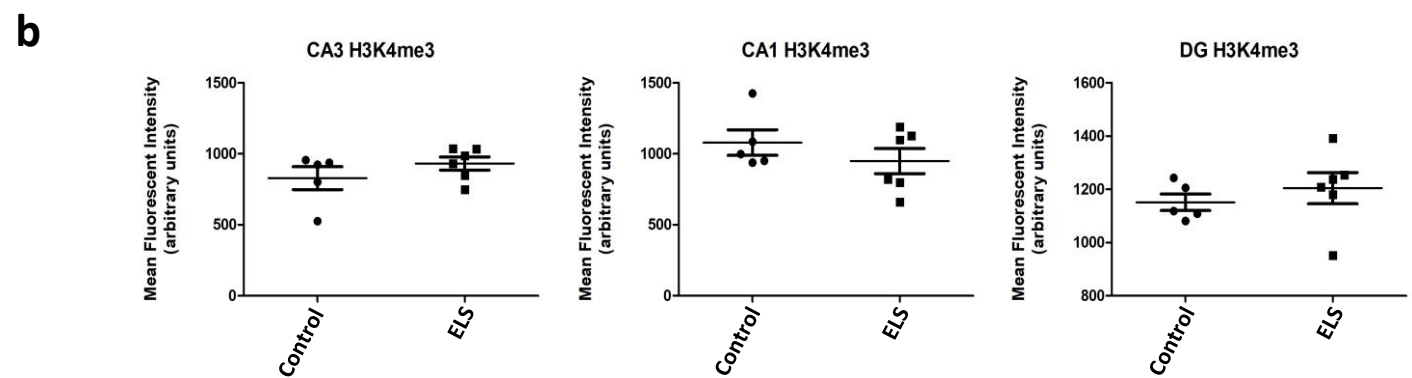

Supplementary Fig. 4

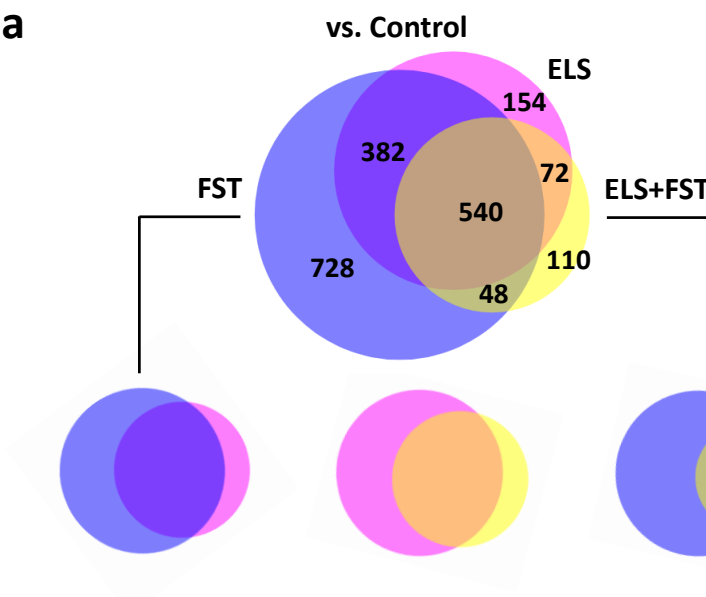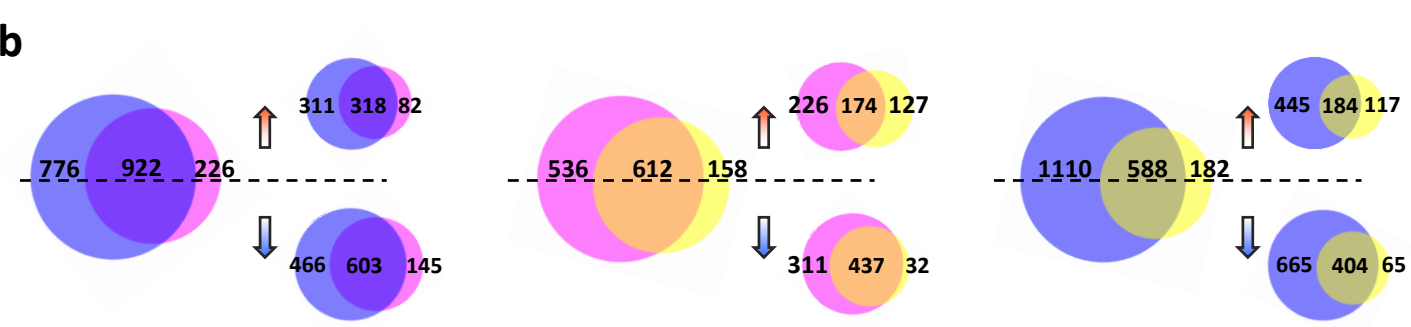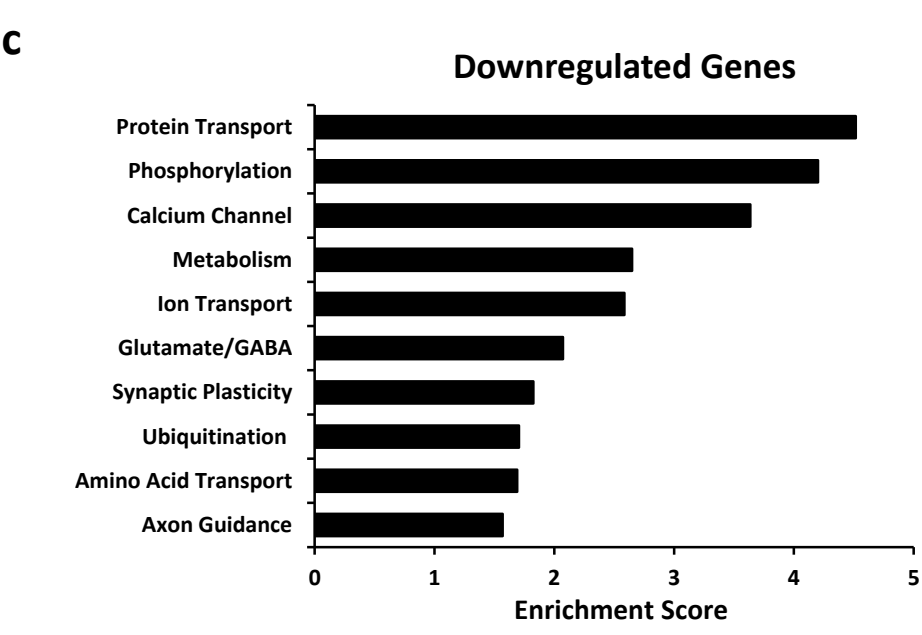

Supplementary Fig. 5

AS vs. Control

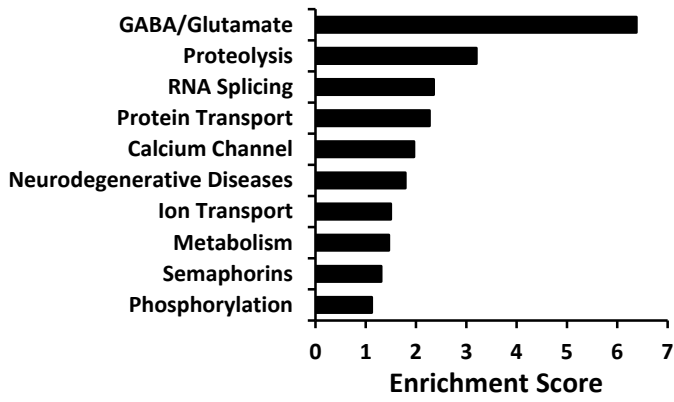

Genes	ELS+FST vs. FST	
	Fold Change	P-value
Scg2	0.62	0.015
Per1	0.66	0.001
Gadd45b	0.74	0.002
Sparcl1	0.78	0.005
Mal	0.87	0.041
Npy	0.88	0.024
Cst3	0.89	0.015
Dusp5	0.91	0.020
Dusp1	0.91	0.013
Trib1	0.94	0.015
Tiparp	0.95	0.015
Cldn11	0.97	0.025
Gadd45g	0.97	0.007
Egr1 *	0.98	2.9E-12
Htra1	1.04	0.015
Junb	1.04	1.4E-08
Rsrp1	1.06	3.8E-12
Nfkbia	1.08	0.015
Penk	1.08	0.007
Arl4d	1.12	1.2E-06
Dio2	1.17	0.043
Sik1	1.19	1.3E-05
Npas4	1.29	0.010
Egr4 *	1.29	1.0E-15
Arc *	1.29	7.5E-19
Sdc4	1.30	0.048
Ppp1r3g	1.37	0.019
Fosb *	1.39	4.3E-07
Nr4a1	1.40	7.4E-14
Plekhf1	2.14	0.008
Fos *	2.27	9.3E-30
Egr2 *	2.89	2.0E-14
Pttg1	-0.95	0.041
Ndufs5	-0.88	0.041

☐ Genes common with FST vs. Control

Table 1

How the deposited data were processed for this re-analysis (not part of the article)

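By the paper's methods, RNA bound to tagged ribosomes of Gprin3-expressing hippocampal cells was sequenced for unstressed controls, controls exposed to AS, unstressed ELS mice and ELS mice exposed to AS. The sample records list 10 libraries, 2 for unstressed controls, 2 for controls exposed to AS, 3 for unstressed ELS mice and 3 for stressed ELS mice, where the paper's methods give 3 per group.

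The authors trimmed and filtered the reads, aligned them to the mm10 assembly with Rsubread, quantified transcripts with Salmon, obtained gene counts with tximport and fitted DESeq2. The values the authors deposited are on the log2 scale, from the regularized logarithm of DESeq2, which scales counts by size factors and shrinks differences between samples for genes with few reads. The methods name a batch correction with limma for the rlog values of the heatmaps, and the table does not show whether its values include it. The versions of these tools are not given in the paper's text or in the sample records. The table holds 4 columns, 1 per group, with values from −2.22 to 17.71 for 20196 genes. Read counts, library sizes and values per library were not used here, as the table holds none of them, so no value has an SD, an n or a test. The paper states an approximate range for the sequencing depth, and the depth of each library was not examined here. The way in which libraries were combined into a group value is not stated in the paper's text.

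Of the 20196 symbols, 25 had been turned into calendar dates and were left out, which leaves 20171 genes. Differences between group values were computed for controls exposed to AS against unstressed controls, unstressed ELS mice against unstressed controls, stressed ELS mice against each of the other groups, and the AS effect in ELS mice against that in controls. Genes were counted at a difference of over 0.5 among the 14986 genes with a mean value of at least 3. A gene was called within 0.1 when its difference was at most 0.1 in either direction. For direction patterns, genes were sorted by the sign of their difference from unstressed controls in all 3 other groups, without a filter on the mean. The 38 gene lists cover families of chromatin regulators, glutamate and GABA signaling, glucocorticoid-responsive genes, steroid receptors and stress peptides, immediate early genes, circadian clock genes, NF-κB and inflammatory genes, opioid peptides and receptors, calcium and potassium channels, semaphorins and plexins, respiratory complex I, ribosomal proteins, proteasome subunits, splicing factors, nuclear long non-coding RNAs and markers of hippocampal, glial, vascular, choroid plexus and blood cells. The paper's lists for its heatmaps are not given as text and were not used here. A list's median over genes with a mean of at least 3 was ranked among the medians of 10000 random lists of the same number of genes, drawn within 20 bins of the mean value.

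The genes named in the text are those the paper names with a measurement, the genes of Supplementary Table S1, whose values in the paper were seen beforehand, the 10 highest and 10 lowest genes of the main comparisons, and for each list the 3 members furthest from 0 in each direction. The lists, comparisons, sizes and filters and the rule for named genes were fixed before the data were examined. Alternatives fixed at the same time were sizes of 0.25 and 1, no filter on the mean and a mean of at least 6, centring of each group on its median, the mean in place of the median of a list, and minimum differences of 0.05 and 0.1 for the direction patterns. After the data were seen, an alternative was added in which the median difference of genes of like transcript length, in 50 bins, was subtracted. The length of the longest transcript came from GENCODE M21 and was found for 14669 genes, or 97.9% of those with a mean of at least 3. Positions of genes are from the same annotation.

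The overlap of gene lists was set against the number shared by independent lists. As the unstressed controls enter several differences, correlations and patterns were also computed for simulated genes with no difference between groups. The simulation used the numbers of libraries in the sample records and the same spread in every library. How the spread between libraries compares with the covariance from shared controls could not be computed. The comparison of lists was tested on simulated data, with a noise SD of 0.05, a size chosen freely as the spread of the data is unknown. With noise that small against an added difference of 1, recovery of 100% of the altered genes shows only that the code runs as intended, and 93.0% of 200 lists without an added difference lay inside the central 95% of random lists. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.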

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

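The tests of the unstressed control libraries and of the glial markers were chosen after their results were seen, and the correction for transcript length was added after the data were seen.

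Genes for cytoplasmic ribosomal proteins, which the paper does not discuss, were higher in unstressed ELS mice than in unstressed controls by a median of 0.34, or 0.13 with the trend in transcript length removed, in a pattern where the other 3 groups differ from unstressed controls in the same direction across genes. A trend with transcript length as the whole cause is argued against, since the SD across genes of the AS difference in controls was 0.212 after its removal, above the 0.162 that was the largest among differences without unstressed controls, and the glutamate/GABA genes stayed at percentiles 0.02 after AS and 0.57 in ELS mice, though in stressed ELS mice they came to 27.3, inside the range of random lists. For the epigenetic genes the trend may account for the shift of the list as a whole, since their medians moved from −0.07 to −0.00 after AS and from −0.12 to −0.02 in ELS mice, at percentiles 52.0 and 18.5. The histone demethylases among them stayed at percentile 1.95 after AS and came to 14.4 in ELS mice. A chance deviation of the 2 unstressed control libraries cannot be told apart from effects of AS and ELS, because the correlation of −0.0715 between differences that share no group is allowed by both and no value per library shows the spread. A lasting effect of ELS that resembles AS, as the paper proposes, stays open and was not tested against it.

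Astrocyte and oligodendrocyte markers, which the paper does not analyse, were higher in ELS mice exposed to AS than in unstressed ELS mice, by medians of 0.46 and 0.35. A lower share of CA3 RNA would raise the markers of every other cell type alike. As the whole cause this is argued against, but by few genes. The 9 endothelial, mural and choroid plexus markers with a mean of at least 6 had an upper quartile of 0.14. This lay below the lower quartile of 0.27 of the astrocyte markers. Of the 9, the 3 endothelial markers had a median of −0.05, the 4 of choroid plexus 0.11 and the 2 mural ones 0.26, close to that quartile. Markers of interneurons, microglia and dentate granule cells were also higher, by medians of 0.24, 0.27 and 0.25, so that a lower share as part of the cause stays open. More RNA of both glial types in the purified RNA may also account for the pattern, as at least 95.2% of the markers of each type were higher, including abundant ones such as Glul, with 0.45, Aldoc, with 0.59, and Slc1a2, with 0.10, of astrocytes, and Mbp, with 0.19, Cnp, with 0.45, and Mobp, with 0.12, of oligodendrocytes. A response of glial cells to AS in ELS mice stays open as a biological explanation, untested, and unpurified RNA was not used here to measure how much glial RNA remained.

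The 7 nuclear long non-coding RNAs, which the paper does not discuss, were lower in ELS mice exposed to AS than in controls exposed to AS, with a median of −0.78. Less nuclear RNA carried into the purification may account for part of this, as 158 of the other 223 lincRNA genes were lower and 65 higher, with a median at percentile 0 of the random lists. Their median of −0.08 was far smaller than that of the nuclear RNAs such as Malat1, with −0.85, and Meg3, with −0.89. An effect of ELS on these RNAs themselves stays open and was not tested.

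Markers of microglia, cells the paper does not analyse, were higher in ELS mice exposed to AS than in unstressed controls by a median of 0.62. They were above the same controls by 0.27 in controls exposed to AS and by 0.38 in unstressed ELS mice. A deviation of the unstressed controls as part of the cause therefore cannot be told apart from effects of AS and ELS. Against unstressed ELS mice the median in stressed ELS mice was 0.27. How much microglial RNA the purified RNA held was not measured.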

How the results depend on the processing

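The removal of the trend with transcript length was chosen after the data were seen. No paired analysis was possible because there are no values per library, and for the same reason a fit with a replicate block, a fit of each pair of groups alone, leave-one-out, gene set tests and PCA were not run and no split of the samples was drawn. The paper states an approximate range for the sequencing depth, and as the values used hold no counts per library, no limit from depth was computed. Centring each group, with shifts under 0.01, kept the sign of every list median and turned it for 16 gene differences closest to 0. Without the filter on the mean the median of the immediate early genes after AS in ELS mice was 0.37, 7 other medians, of potassium channels, opioid genes, stress peptides and NF-κB genes, moved toward 0, and 2 medians close to 0 turned sign. Of the other list medians, 10 moved at a mean of at least 6, 4 of them to the other sign, 33 as means, 4 of them to the other sign, and 46 with the length trend removed, 11 of them to the other sign. The cause was not tested for any value below unless the setting itself counts fewer or more genes.

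Counts depend on the size asked for. Over 0.25, the genes higher and lower were 1710 and 1846 for AS in controls, 1755 and 1777 for ELS, 1697 and 1419 for stressed ELS mice against unstressed controls, 766 and 293 for AS in ELS mice, 1033 and 389 for stressed ELS mice against controls exposed to AS, and 2887 and 2421 for the difference between AS effects, and 1167 higher and 1161 lower genes were shared by AS and ELS. Over 1, in the same order, they were 10 and 7, 5 and 18, 14 and 6, 3 and 1, 5 and 4, and 53 and 18, with 3 and 4 shared. At a mean of at least 6 there were 118 genes higher for AS in controls, 94 for ELS, 230 for stressed ELS mice against unstressed controls and 64 shared, and 6 lower for AS in ELS mice, 21 for stressed ELS mice against controls exposed to AS and 255 for the difference between AS effects. With the length trend removed 127 genes were higher in ELS mice and 75 were shared.

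Of the direction patterns, 31 epigenetic and 29 glutamate/GABA genes were lower by at least 0.1 in all 3 groups. Higher in all 3 were 8 epigenetic genes at 0.05 and 4 at 0.1, 6 glutamate/GABA genes at 0.1, and 28 and 26 with the length trend removed. For immediate early genes, 7 were higher at 0.05 and 6 at 0.1, and 0 were lower at 0.05, at 0.1 or with the length trend removed, where 1 ribosomal protein gene was lower.

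With the length trend removed, the epigenetic medians were −0.00177 for AS in controls, −0.0207 for ELS, −0.0109 for stressed ELS mice against unstressed controls and 0.00579 for AS in ELS mice, and those of the glutamate/GABA genes −0.0875, −0.0558, −0.0184 and 0.0370. The glucocorticoid-responsive median in ELS mice was then 0.0347, the immediate early gene median for AS in controls 0.39, the ribosomal medians 0.15, 0.13, 0.14 and 0.00444, the last of them −0.04 with the trend in place, and the microglial medians 0.19 for AS and 0.28 for ELS. Signs turned for complex I, with −0.0336 for AS, −0.0190 for ELS and −0.0563 for stressed ELS mice against unstressed controls, and for receptor scaffolds in the last comparison, with 0.000389. At a mean of at least 6 the glucocorticoid-responsive medians were 0.11 for AS and 0.0415 for ELS, those of immediate early genes 0.33 for AS in controls, 0.26 for stressed ELS mice against unstressed controls and 0.33 for AS in ELS mice, those of microglia 0.16 for AS and 0.30 for ELS, and that of nuclear RNAs −0.73. As a mean in place of the median, the epigenetic value was −0.0708 and the glutamate/GABA value −0.0478 for stressed ELS mice against unstressed controls, and for AS in ELS mice the glutamate/GABA value was 0.0759. Means were 0.0715 for ELS and 0.20 for AS in ELS mice in glucocorticoid-responsive genes, 0.47 for stressed ELS mice against unstressed controls and 0.49 for AS in ELS mice in immediate early genes, 0.42 for astrocytes, 0.22 for microglia in ELS mice after AS and −0.61 for nuclear RNAs, and 0.0155 for CA2 markers after AS in controls, where the median was −0.19.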

Differences from the paper's values

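The values of Supplementary Table S1 take negative signs, so they are on a log scale, whose base the table does not state. They were compared as log2 fold changes, the scale that the paper's methods name. The differences between group values are on the rlog scale, which is log2 as well but shrinks differences. All 34 genes had the same sign, and the difference here was 0.583 of the paper's value at the median, from 0.404 to 0.672. The paper's values are 0.66 for Per1, 0.74 for Gadd45b, 0.78 for Sparcl1 and 0.87 for Mal, and the differences here were 0.42, 0.44, 0.45 and 0.44. Against the paper's 0.88 for Npy, 0.89 for Cst3, 0.91 for Dusp5 and 0.91 for Dusp1, the differences here were 0.47, 0.44, 0.57 and 0.59. For the paper's 0.94 for Trib1, 0.95 for Tiparp, 0.97 for Cldn11 and 0.97 for Gadd45g, the values here were 0.58, 0.58, 0.54 and 0.51. The paper's values are 0.98 for Egr1, 1.04 for Htra1, 1.04 for Junb and 1.06 for Rsrp1, and the differences here were 0.57, 0.61, 0.63 and 0.57. Against the paper's 1.08 for Nfkbia, 1.08 for Penk, 1.12 for Arl4d and 1.17 for Dio2, the differences here were 0.60, 0.63, 0.66 and 0.53. For the paper's 1.19 for Sik1, 1.29 for Npas4, 1.29 for Egr4 and 1.29 for Arc, the values here were 0.68, 0.76, 0.77 and 0.77. The paper's values are 1.30 for Sdc4, 1.37 for Ppp1r3g, 1.39 for Fosb and 1.40 for Nr4a1, and the differences here were 0.61, 0.65, 0.80 and 0.84. Against the paper's 2.14 for Plekhf1, 2.27 for Fos and 2.89 for Egr2, the differences here were 0.87, 1.32 and 1.501. Of the genes that were lower, Pttg1 has −0.95 in the paper and −0.57 here, and Ndufs5 has −0.88 in the paper and −0.53 here. Centring of each group, the only alternative fixed before the data were examined that alters the difference of a single gene, left the gap for these 33 genes, and under it Scg2, with the paper's value of 0.62 and 0.42 here, passed a ratio of 1.5 as well.

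The column of Supplementary Table S1 is headed as a comparison of stressed ELS mice with controls exposed to AS, while its legend names unstressed ELS mice, and the differences here had a Pearson correlation across the 34 genes of 0.977 with the comparison in the legend and 0.0855 with that in the heading. The paper gives 3 libraries per group, and the sample records list 2 for unstressed controls and 2 for controls exposed to AS.

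The paper describes 10 named genes as induced selectively by AS in ELS mice. In controls after AS the differences were 0.79 for Plekhf1, 0.33 for Sdc4, 0.26 for Trib1, 0.23 for Cst3, 0.22 for Per1, 0.22 for Npy and 0.11 for Dusp1, and −0.05 for Nfkbia, −0.04 for Htra1 and 0.03 for Penk. The paper states that most of the genes common to its conditions were lower than in unstressed controls. Past a size of 0.5, in place of the paper's adjusted p, 181 genes were lower and 113 higher in both AS and ELS, the same direction. Counted per group, genes were mostly lower in controls exposed to AS and in unstressed ELS mice, with 312 of 546 and 288 of 483. Those of stressed ELS mice were mostly higher, with 359 of 592, where the legend of Supplementary Figure S5 counts more genes down than up. The paper names proteolysis and RNA splicing among the functions of genes activated by AS in controls. Its count of genes induced there includes upregulated and downregulated genes alike. Here 29 of 38 proteasome subunits, a part of proteolysis, were lower and 38 of 54 splicing factors were higher, and neither direction is at odds with the paper.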

Other observations

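In gene expression, stressed ELS mice and controls exposed to AS differed by over 0.5 in 201 genes that were higher in stressed ELS mice and 52 that were lower. Oligodendrocyte markers were higher for 21 of 21 genes in that comparison, with a median of 0.59, astrocyte markers had a median of 0.57 and oligodendrocyte precursor markers of 0.47, with Gpr17 at 0.79. Dentate granule cell markers had a median of 0.37, with 9 of 11 higher, among them C1ql2, with 0.69, and Prox1, with 0.57. The proteasome subunits had 31 of 38 members higher, with a median of 0.09. Endothelial markers had 13 of 15 members lower, with a median of −0.14. The calcium channels had 13 of 17 members lower, with a median of −0.07.

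The nuclear long non-coding RNAs went in opposite directions in controls and ELS mice after AS. In controls all 7 were higher, with a median of 0.34, and in ELS mice all 7 were lower, with a median of −0.40. Malat1 had group values of 9.92 in unstressed controls, 10.78 after AS, 10.33 in unstressed ELS mice and 9.93 in stressed ELS mice, and Miat had 9.91, 9.91, 9.75 and 9.31. The 223 other lincRNA genes had medians of 0.16 for AS in controls, 0.18 for ELS and −0.09 for AS in ELS mice.

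Among receptors and peptides of the stress axis, 11 genes had medians of 0.00 for AS in controls, −0.05 for ELS and 0.06 for AS in ELS mice. Crhbp, which binds corticotropin-releasing hormone, was higher by 0.42 after AS in ELS mice and by 0.00 in controls, and Hsd11b1, which regenerates corticosterone, differed by 0.32 and −0.02. The 9 genes of DNA methylation and demethylation had medians of 0.06 for AS in controls, −0.02 for ELS and 0.08 for AS in ELS mice, with Tet1 at 0.08, 0.21 and −0.34.

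Markers of other cells of the hippocampus had these median differences for AS in controls, for ELS and for AS in ELS mice. CA1 pyramidal markers had 0.03, −0.03 and 0.17, CA2 markers −0.19, −0.14 and 0.01, and mossy cell markers 0.05, −0.12 and 0.04. Mural cell markers had 0.32, 0.14 and 0.14, choroid plexus markers 0.22, 0.06 and 0.08, and the 3 blood markers 0.67, 0.67 and −0.01. Interneuron markers had 0.06 and 0.00 for AS in controls and for ELS, and Pvalb, which marks fast-spiking interneurons, had 0.65, 0.60 and 0.19.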
